# Enhancer variants reveal a conserved transcription factor network governed by PU.1 during osteoclast differentiation

**DOI:** 10.1038/s41413-018-0011-1

**Published:** 2018-03-28

**Authors:** Heather A. Carey, Blake E. Hildreth, Jennifer A. Geisler, Mara C. Nickel, Jennifer Cabrera, Sankha Ghosh, Yue Jiang, Jing Yan, James Lee, Sandeep Makam, Nicholas A. Young, Giancarlo R. Valiente, Wael N. Jarjour, Kun Huang, Thomas J. Rosol, Ramiro E. Toribio, Julia F. Charles, Michael C. Ostrowski, Sudarshana M. Sharma

## Abstract

Genome-wide association studies (GWASs) have been instrumental in understanding complex phenotypic traits. However, they have rarely been used to understand lineage-specific pathways and functions that contribute to the trait. In this study, by integrating lineage-specific enhancers from mesenchymal and myeloid compartments with bone mineral density loci, we were able to segregate osteoblast- and osteoclast (OC)-specific functions. Specifically, in OCs, a PU.1-dependent transcription factor (TF) network was revealed. Deletion of PU.1 in OCs in mice resulted in severe osteopetrosis. Functional genomic analysis indicated PU.1 and MITF orchestrated a TF network essential for OC differentiation. Several of these TFs were regulated by cooperative binding of PU.1 with BRD4 to form superenhancers. Further, PU.1 is essential for conformational changes in the superenhancer region of Nfatc1. In summary, our study demonstrates that combining GWASs with genome-wide binding studies and model organisms could decipher lineage-specific pathways contributing to complex disease states.

## Genetics: Cellular fate dictates osteoporosis risk

Genetic variation in non-coding regions of DNA could raise osteoporosis risk by affecting osteoclast differentiation. Osteoporosis occurs when the normal process of bone remodeling by osteoblasts and osteoclasts falls out of balance. Genome-wide association studies (GWAS) have identified numerous single nucleotide polymorphisms (SNPs) associated with osteoporosis, but how these affect specific cell types was unclear. Sudarshana Sharma and Michael Ostrowski at the Medical University of South Carolina and colleagues wondered if variations in non-coding ‘enhancer’ regions of DNA, might shed light on the molecular underpinnings of osteoporosis. So, they overlaid SNPs associated with reduced bone mineral density onto enhancers in mesenchymal and myeloid cells—the precursors of osteoblasts and osteoclasts—identifying a transcription factor network in myeloid cells that drives the differentiation of osteoclasts. When this was disrupted in mice, severe defects in osteoclast differentiation and function resulted.

## Introduction

The availability of datasets from large genome-wide association studies (GWAS) has contributed immensely to our understanding of the effect of human genetic variations on the pathophysiology of complex traits. Over 90% of phenotypically associated single nucleotide polymorphisms (SNPs) reported in the GWAS catalog^1^ are present in non-coding regions within the genome.^2^ Advances in the field of genomics has enabled us to better understand the functional significance of SNPs by integrating gene expression, GWAS, and functional genomics.^3,4^ Genomics has contributed significantly to our understanding of cellular differentiation, development, and disease. However, using GWAS as an investigative tool to analyze complex traits by pairing it with large-scale genomics and animal modeling has been rarely performed.

Osteoporosis is a multi-factorial disease that is well-studied using GWAS. Although historically associated with age-related hormonal deficiencies, other diseases, therapeutic agents, and lifestyle choices, GWAS studies have revealed that genetic polymorphisms are major contributors to osteoporosis.^5–8^ The deterioration in bone microarchitecture and decrease in bone mineral density (BMD) associated with osteoporosis results from abnormal bone remodeling, where there is a net increase in bone resorption when compared to bone formation. Bone remodeling is a process maintained by two key effector cells, bone-building osteoblasts (OBs) and bone-resorbing osteoclasts (OCs). Bone forming OBs originate from multipotent mesenchymal stem cells (MSCs), which also give rise to multiple other cell types including adipocytes, chondrocytes, myocytes, and fibroblasts.^9^ Within the OB lineage, runt-related transcription factor 2 (RUNX2) is perceived as the master regulator of OB differentiation and function. Multiple signaling pathways converge on and regulate RUNX2 activity, including the (1) TGF-β/BMP and (2) WNT pathways, ultimately regulating OB formation and activity.^10,11^ The only known bone-resorbing cells in the body, OCs are terminally differentiated cells of the hematopoietic hierarchy formed from myeloid precursor (MP) cells present in bone. Osteoblasts and other cells present within the bone microenvironment regulate OC activity primarily through secreting the cytokines colony-stimulating factor 1 (CSF1) and receptor activator of Nf-κB ligand (RANKL). These cytokines activate signaling pathways in MPs that result in the increased expression of multiple transcription factors (TFs) essential for subsequent OC differentiation—PU.1, MITF, NFATc1, cFOS, FOSL2, and NF-κB.^12–17^

The Ets family TF, PU.1, is the master regulator of the commitment of hematopoietic precursors to the myeloid lineage^18^ and it has been shown in mouse models to be essential for MP commitment towards OC differentiation.^12^ A known co-partner of PU.1 in OCs is microphthalmia-associated TF (MITF).^19^ PU.1 and MITF physically interact and have been shown to regulate the transcription of multiple genes necessary for OC function including *Acp5*, *Ctsk*, *Oscar* and *Clcn7*.^19–22^ Mice bearing various spontaneous MITF mutations support its requirement for proper osteoclastogenesis.^13,23,24^ Although the interplay between PU.1 and MITF in regulating key effector genes required for OC function is well known, the extent by which PU.1 and MITF affect the full course of OC differentiation is largely unknown.

In this study, we investigated whether known BMD GWASs show an enrichment of SNPs affecting lineage-specific pathways and functions in OC differentiation. This was performed by overlaying SNPs identified in men and women that are associated with decreased BMD (BMD-SNPs) onto active enhancers in the myeloid compartment that are associated with PU.1 binding. We also conducted this analysis in the mesenchymal compartment using RUNX2-associated enhancers as a control group. This process segregated out discrete, lineage-specific molecular functions and biological processes important for OC and OB differentiation. In the myeloid compartment, functional enrichment analysis identified a network of PU.1-regulated TFs in both MPs and OCs. We subsequently used mouse models to show, for the first time, that conditional deletion of *Pu.1* in differentiating OCs results in severe osteopetrosis. However, when PU.1 is knocked down in MPs, there is an increase in osteoclast precursors (OCPs) that also fail to undergo OC differentiation. This phenotype results from a dysregulation of the OC TF network, which we demonstrate using functional genomic analysis of MITF- and PU.1-bound loci. Further, we show that TFs which govern terminal OC differentiation, including *Nfatc1* and *Fosl2*, are regulated by superenhancers cooperatively bound by PU.1 and the BET protein, BRD4. Finally, we identified a conserved PU.1-bound enhancer region in the first intron of murine *Nfatc1*, which requires PU.1 for conformational changes that bring distal enhancers closer to the transcription start site (TSS) of *Nfatc1* by means of chromatin looping.

In summary, by utilizing disease-associated SNPs identified by GWAS in combination with functional genomics and mouse modeling, we have provided critical mechanistic insights into a complex TF network governing OC differentiation. This study highlights the importance and utility of employing large GWAS datasets as a filter to identify lineage-specific functions associated with a polygenic trait, such as osteoporosis.

## Results

### Meta-analysis of BMD loci predicts cell lineage-specific functions and pathways

We implemented a pipeline aiming to identify lineage-specific pathways and functions utilizing the GEFOS BMD-SNP database and publically available chromatin immunoprecipitation coupled with high-throughput sequencing (ChIP-Seq) data on the mesenchymal and myeloid lineage-specific TFs, RUNX2, and PU.1, respectively. We overlapped RUNX2 ChIP-Seq data from human-induced MSC (iMSCs),^25^ that were not stimulated to undergo differentiation into more mature osteoblasts, with histone H3 lysine 27 acetylation (H3K27Ac) ChIP-Seq data to mark active enhancers in these cells. The overlap of 73144 RUNX2-bound ChIP-Seq peaks with 122766 H3K27Ac-associated regions denoted 42412 enhancers containing a total of 57746 RUNX2 peaks (Fig. 1a). A similar strategy was performed using PU.1 and H3K27Ac ChIP-Seq data from human peripheral blood monocytes and macrophages.^26^ Overlap of 92458 PU.1 peaks with 55218 H3K27Ac-associated regions resulted in 31768 unique enhancers that overlapped with at least one PU.1 peak (Fig. 1c). We then filtered the RUNX2- or PU.1-bound enhancers as well as non-bound enhancers by the presence of six preprocessed groups (*P* ≤ 0.05) of BMD-SNPs from the GEFOS consortium.^27^ The six groups included in the GEFOS database were femoral neck or lumbar spine BMD-associated SNPs from men, women, or pooled samples. The 42412 RUNX2-bound enhancers contained a total of 1874 unique BMD-SNPs (RUNX2-Enh-BMD-SNPs; Fig. 1a, Supplemental Table 1) and the 80354 enhancers not bound by RUNX2 encompassed 23448 unique BMD-SNPs (Non-RUNX2-Enh-BMD-SNPs; Fig. 1a) from these six groups. Annotation of the genes associated with these loci was done by nearest neighbor analysis and subsequent functional enrichment was performed using Metascape.^28^ Functional enrichment analysis of the RUNX2-Enh-BMD-SNP genes revealed OB differentiation and negative regulation of cell migration as the top ranking biological processes as well as I-SMAD binding as the top molecular function (Fig. 1b, top panel). Non-RUNX2-Enh-BMD-SNPs did not reveal any known OB-specific biological processes and pathways or molecular functions (Fig. 1b, bottom panel). Similarly, the 1776 unique genes associated with PU.1-bound enhancers containing BMD-SNPs (PU.1-Enh-BMD-SNPs; Fig. 1c, Supplemental Table 1) were enriched for OC differentiation as the top KEGG pathway and TF binding as the top molecular function (Fig. 1d, top panel). The molecular functions and biological processes enriched for genes associated with BMD-SNPs in H3K7Ac-enriched enhancer regions not bound by PU.1 (Non-PU.1-Enh-BMD-SNPs) were not as specific to OC differentiation and overall more general in nature than the processes and functions enriched in PU.1-Enh-BMD-SNPs (Fig. 1d, bottom panel).

**Fig. 1:**
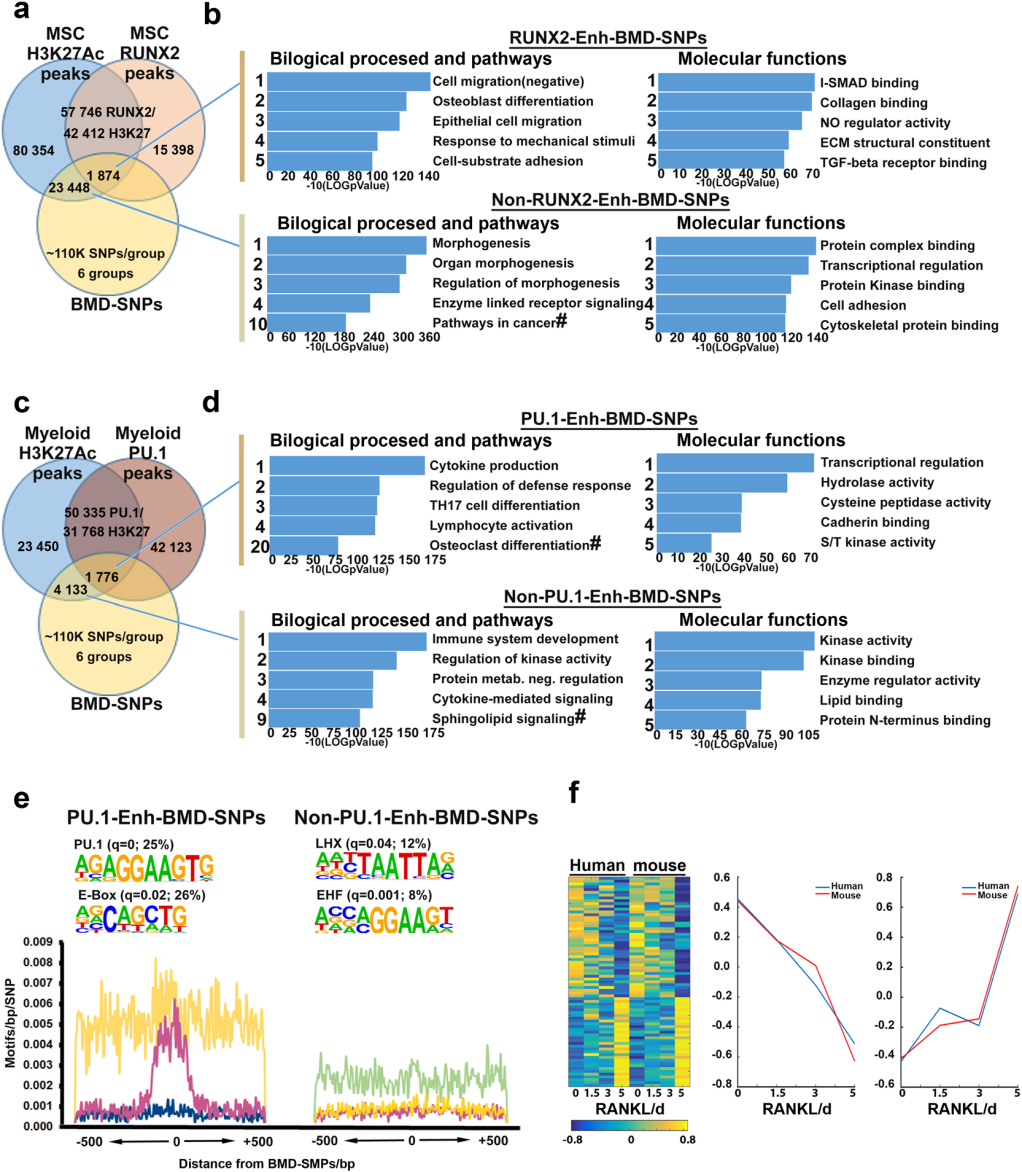
Meta-analysis of BMD loci predicts cell lineage-specific functions and pathways. **a** Venn diagram depicting the overlap of H3K27Ac and RUNX2 ChIP-Seq peak data from human-induced mesenchymal stem cells (iMSCs) with bone mineral density (BMD)-associated SNPs (BMD-SNPs). **b** Top biological processes and molecular functions identified by functional enrichment analysis of RUNX2-Enh-BMD-SNPs (top panel) and Non-RUNX2-Enh-BMD-SNPs (bottom panel). # indicates the top ranking Kegg pathways. **c** Venn diagram depicting the overlap of H3K27Ac and PU.1 ChIP-Seq peaks from human peripheral blood monocytes and macrophages with BMD-SNPs. **d** Top biological processes and molecular functions identified by functional enrichment analysis of PU.1-Enh-BMD-SNPs (top panel) and Non-PU.1-Enh-BMD-SNPs (bottom panel). # indicates the top ranking Kegg pathways. **e** Motifs enriched in the 500 base pair (bp) regions adjacent to PU.1-Enh-BMD-SNPs and Non-PU.1-Enh-BMD-SNPs. For PU.1-Enh-BMD-SNPs, the purple plot represents PU.1, yellow—MITF, and blue—RUNX2 (negative control). For Non-PU.1-Enh-BMD-SNPs, the purple plot also represents PU.1, yellow—EHF, and green—LHX. **f** Orthologous temporal expression of 75 transcription factors that follow similar expression kinetics during mouse and human OC differentiation.

On the basis of the fact that we used MSCs and the mesenchymal compartment as a control, we focused on the enriched TF binding motifs that are present within 50 bp around PU.1-Enh-BMD-SNPs, which revealed PU.1 and E-box motifs (Fig. 1e, top panel; left). When these motifs were mapped in the 500 bp regions flanking the BMD-SNPs, they congregated within 150 bp around the PU.1-Enh-BMD-SNPs (Fig. 1e bottom left panel). Motif analysis around Non-PU.1-Enh-BMD-SNPs revealed enrichment of LHX and EHF motifs (Fig. 1e, top panel; right). These motifs do not bind TFs with any known function in OC differentiation. Additionally, these motifs did not show a higher occurrence around the SNPs like the motifs around the PU.1-Enh-BMD-SNPs (Fig. 1e, compare bottom left to bottom right panel). Additionally, genes associated with PU.1 peaks found within 500 bp of a BMD-SNP were used for functional enrichment analysis. This analysis also demonstrated TFs and OC differentiation as the major functionally enriched processes in PU.1-associated BMD-SNPs (Supplementary Figure 1A, B). Furthermore, Gene Set Enrichment Analysis (GSEA) from human and mouse OC differentiation revealed TF activity as one of the top enriched gene sets (Supplementary Figure 1C, D). To examine the conservation of the expression of these TFs between species, we compared the temporal expression of TFs obtained from the enrichment analysis between mouse and human OC differentiation using microarray analysis. From this, we found that 75 TFs demonstrated similar expression kinetics between species, including the OC lineage-determining TFs *Nfatc1*, *Fos*, and *Fosl2* (Fig. 1f).

### PU.1 is essential for both osteoclast lineage commitment and differentiation

In silico analysis of the myeloid compartment in human datasets suggested that PU.1 orchestrates a TF network essential for OC differentiation. It has been previously shown that global deletion of *Pu.1* in mice results in early perinatal lethality and loss of myeloid lineages, including OCs.^12^ To determine the effects of *Pu.1* deletion specifically in committed OCPs in vivo, we combined an OC-specific *Cathepsin K Cre* knock-in allele (*CtskCre*) with a floxed *Pu.1* conditional allele (*Pu.1*^*fl*^) to create PU.1 knockdown in differentiating OCs (*Pu.1*^*ΔOC/ΔOC*^). *CtskCre*-mediated recombination of the *Pu.1*^*fl/fl*^ allele was not detected in isolated MPs, but only after they became committed OCs following RANKL treatment in vitro (Supplemental Figure 2A). Examination of protein expression during OC differentiation using this model confirmed that PU.1 expression was progressively lost over time following RANKL treatment (Supplemental Figure 2B).

In vivo analysis revealed that *Pu.1*^*ΔOC/ΔOC*^ mice exhibited severe growth and skeletal defects at four weeks of age compared to controls (Fig. 2a-c, Supplemental Figure 2C, E). In addition, *Pu.1*^*ΔOC/ΔOC*^ mice did not display tooth eruption at this time point (Fig. 2b, Supplemental Figure 2E). Digital radiographic analysis of the femurs of these mice showed a 13% increase in BMD over controls in both the distal metaphysis and the diaphysis (Fig. 2c). Similarly, digital radiographic analysis of the femurs of 8 day old *Pu.1*^*ΔOC/ΔOC*^ mice revealed a 25% increase in BMD in the diaphysis and a 36% increase in the distal metaphysis compared to controls (Fig. 2d and Supplemental Figure 2D). Analysis of TRAP-stained femurs revealed severe OC defects, with a threefold decrease in both OC surface to bone surface (Oc.S/BS) and OC number to bone surface (Oc.N/BS) (Fig. 2e). Consistent with this in vivo phenotype, in vitro differentiation of MPs from *Pu.1*^*ΔOC/ΔOC*^ mice formed nearly six-fold fewer mature, multinucleated TRAP + OCs than controls (Supplemental Figure 2F).

**Fig. 2:**
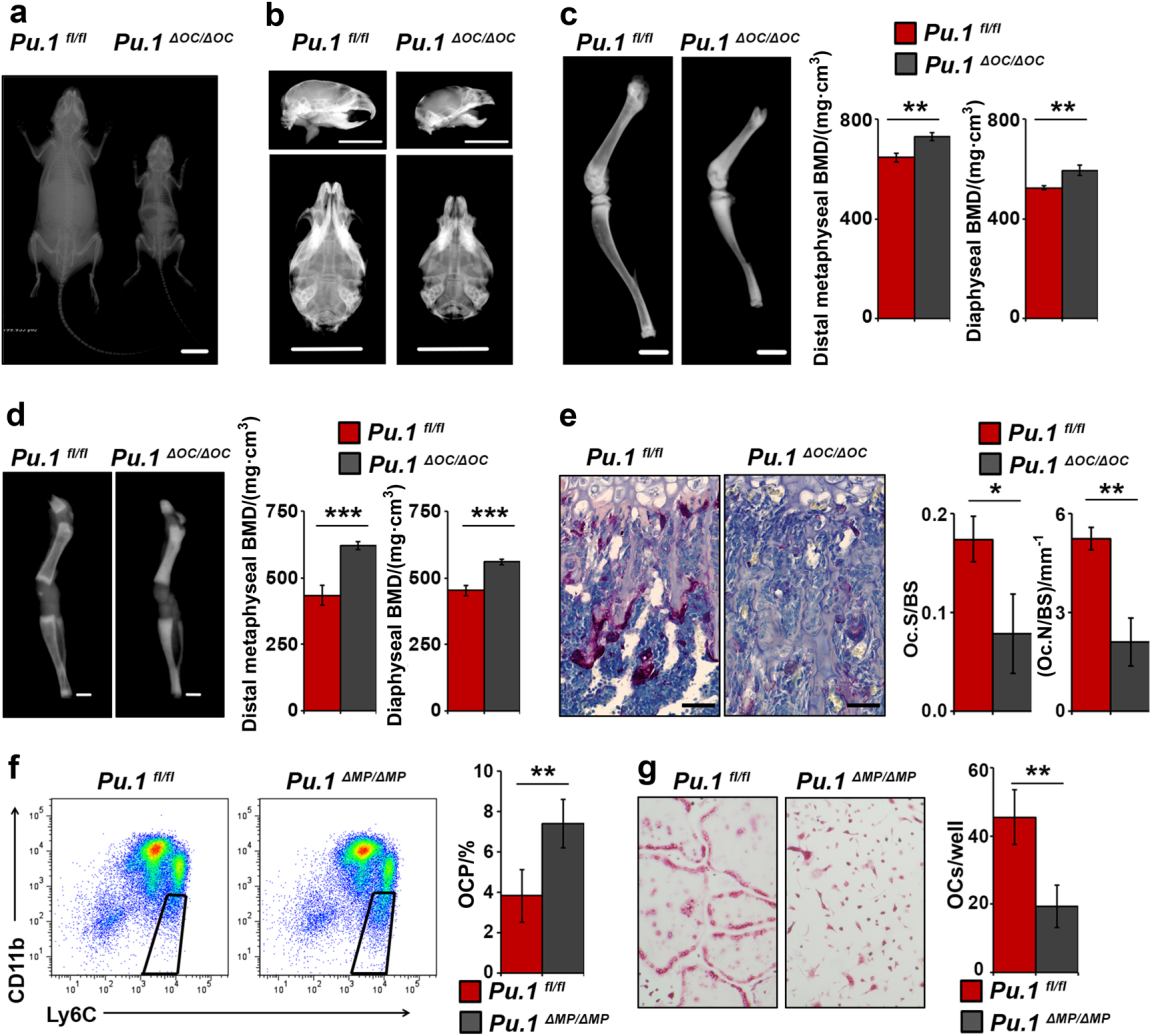
PU.1 is essential for both OC lineage commitment and differentiation. **a** Dorsoventral whole body radiographs of 4-week-old male littermate *Pu.1fl/fl*;*CtskCre*+ (*Pu.1ΔOC/ΔOC*) mice and *Pu.1fl/fl* controls. Image is representative of *n* = 3 pairs. Scale bar = 1 cm. **b** Lateral (top) and dorsoventral (bottom) radiographs of the skulls of 4-week-old littermate *Pu.1ΔOC/ΔOC* mice and *Pu.1fl/fl* controls. Image is representative of *n* = 3 pairs. Scale bars = 1 cm. **c** Lateral femoral and tibial radiographs and bone mineral density (BMD) quantification of the distal metaphyseal and diaphyseal regions of the femurs of 4-week-old littermate *Pu.1ΔOC/ΔOC* mice and *Pu.1fl/fl* controls (*n* = 3). Scale bars = 2.5 mm. **d** Same as **c** except from 8-day-old littermate *Pu.1ΔOC/ΔOC* mice and *Pu.1fl/fl* controls (*n* = 4 *Pu.1fl/fl*, *n* = 3 *Pu.1ΔOC/ΔOC*). Scale bars = 1 mm. **e** Histologic images and histomorphometry of the distal femoral metaphyses of the mice in **d** (*n* = 3). Scale bars = 50 μm. **f** Flow plots and quantification of CD11b-/loLy6Chi osteoclast precursors (OCPs) in the BM of 6–8-week-old *Pu.1ΔMP/ΔMP* mice and *Pu.1fl/fl* controls (*n* = 4). **g** Images and quantification of TRAP staining of in vitro differentiated OCPs from **f** (*n* = 4). For all figures and subfigures, data are represented as the mean ± S.D. for all bar and line graphs and all images are representative. In addition, for all figures and subfigures, *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

To determine the effects of myeloid-specific PU.1 deletion on commitment to the OC lineage, we selected a tamoxifen-inducible, myeloid-lineage-specific *Csf1rTAMCre* allele. When combined with *Pu.1*^*fl/fl*^ mice, we generated inducible *Pu.1*^*ΔMP/ΔMP*^ mice (Supplemental Figure 2G–I). Using this model, we examined the effects of PU.1 knockdown in MPs initially by analyzing their more differentiated descendants in the bone marrow (BM) – granulocytes (PMNs), pro-inflammatory monocytes (PIMs), common monocyte dendritic precursors (MDPs), and osteoclast precursors (OCPs)^29^ by flow cytometry. Unexpectedly, there was over a twofold increase in OCPs in *Pu.1*^*ΔMP/ΔMP*^ mice compared to controls (Fig. 2f). A similar increase in OCPs was also observed in the peripheral blood of *Pu.1*^*ΔMP/ΔMP*^ mice (Supplemental Figure 2J). Deletion of *Pu.1* in MPs had no effect on the percentage of other myeloid descendants in the BM, which were identified by cell surface markers (Supplemental Figure 2K). Interestingly, when BM OCPs isolated by fluorescence activated cell sorting (FACS) were cultured with CSF1/RANKL to induce OC differentiation, *Pu.1*^*ΔMP/ΔMP*^ mice formed 2.4-fold fewer OCs than control mice (Fig. 2g). The effect of PU.1 deletion on the functionality of the other myeloid-derived cell populations was not assessed. These findings suggest that *Pu.1* deletion does not affect OCP formation but rather reduces their differentiation potential.

### PU.1 is associated with *cis*-acting elements critical for osteoclast differentiation and bone remodeling irrespective of RANKL signaling

To address the molecular functions of PU.1 in OC differentiation, the genomic location of PU.1 binding sites was determined by ChIP-Seq in both murine MPs and OCs. 

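ChIP-Seq recovers, with an antibody, the chromatin fragments that carry a protein and sequences them, and loci where the sequenced fragments (tags) pile up are called as peaks. Mouse bone marrow cells were cultured for 3 days with 50 ng per mL CSF1, the cytokine that expands the macrophage lineage, and these cells are the MPs. OCs were obtained from MPs with 100 ng per mL RANKL, and the sample labels give 72 h of RANKL for the OC libraries. Sheared chromatin was precipitated with 5 µg of an antibody raised against PU.1. A control library was prepared from MPs with non-specific IgG. Each condition has 1 library, so there is no replicate check on any difference between MPs and OCs, and the errors given are those of counting.
The authors deposited 1 list of peaks per library, called with HOMER on the mm9 build of the mouse genome, with the position, the score and the nearest RefSeq transcript of each peak. The score is the number of tags in the peak, scaled by HOMER to a common library size. Within each list the scores were whole multiples of 1 value to within 0.0501, and this value is the worth of 1 tag. It was 1.7058 in the PU.1 MP library and 1.4684 in the PU.1 OC library, so the number of tags behind each peak could be recovered by division.
The PU.1 MP list held 76243 peaks with scores from 10.2 to 414.5 (median 23.9), which are 6 to 243 tags (median 14). Scores in the PU.1 OC list ran from 10.3 to 356.8 (median 23.5), which are 7 to 243 tags (median 16). Peaks held 1878524 tags in MPs and 2095716 tags in OCs. If HOMER scaled to its default of 10000000 tags, which the lists do not state, the libraries held 5860000 and 6810000 tags. Peaks then took up 32.04% of the tags in MPs and 30.77% in OCs. The IgG list held 349 peaks, and the lowest of them had a score of 22.4 because 1 tag was worth 3.2047 in this smaller library. Only 4 of the PU.1 OC peaks overlapped an IgG peak.
A peak was counted as shared between lists when it overlapped a peak of the other list by at least 1 bp. Shares are given with their 95% Wilson confidence interval. Each share was compared with 1000 random placements, in which the peaks of a chromosome were all shifted by the same random distance. The smallest p that this permutation of positions can give is 0.000999. In the stricter alternative used throughout, only peaks with at least 2 times the lowest score of their list were kept. Positions are given on mm9 as the lists give them.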

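The PU.1 OC list held 77072 peaks, mostly 150 bp wide, and 77002 of them lay on the 19 autosomes, X or Y. Of the rows of this list that the readable part of Supplemental Table 2 holds, 802 were compared with the deposited list and all 802 were identical. The highest score, 356.8 (243 tags, no replicates), belonged to an intergenic peak on chromosome 9 from 48366921 to 48367071, 38484 bp from the TSS of Nnmt. A peak on chromosome 2 from 60126817 to 60126967, 4347 bp from the TSS of Cd302, followed with a score of 349.5. The next was a peak within an intron of Jazf1 on chromosome 6 from 52792693 to 52792843, with a score of 336.3. Merging overlapping peaks left 77072, and removing peaks that overlapped an IgG peak left 77068. The stricter score threshold moved the number most and left 44841 peaks.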

Mapping ChIP-Seq reads to the mouse genome revealed ~77000 loci enriched for PU.1 binding in OCs (Supplemental Table 2). These PU.1-bound loci were dispersed throughout the genome and were most frequently found in distal regions located 10–100 kb from known TSSs in intergenic regions or within gene introns (Fig. 3a, Supplemental Figure 3A). 

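The distance from each PU.1 OC peak center to the nearest TSS was measured on the GENCODE annotation of mm9 for the 77002 peaks on annotated chromosomes. The class from 10 to 100 kb was the largest, with 34486 peaks or 44.79% (95% CI 44.43 to 45.14, no replicates). A further 14.33% lay 5 to 10 kb from a TSS, 7.92% lay 3 to 5 kb away and 11.28% lay 1 to 3 kb away. Within 1 kb of a TSS were 11887 peaks, or 15.44% (95% CI 15.18 to 15.69), and more than 100 kb away were 6.25%.
The same peaks placed at random fell 10 to 100 kb from a TSS in 48.76% of cases, so the observed share was 0.9185 times the random one. Within 1 kb the observed share was 3.7258 times the random share of 4.14%, and beyond 100 kb it was 0.2595 times the random share of 24.09%. For every distance class the randomization p was 0.002, the smallest a comparison in both directions can give.
Introns held 38832 peak centers, or 50.43% (95% CI 50.08 to 50.78) against 37.48% after random placement. Intergenic sequence held 42.49% (95% CI 42.14 to 42.84) against 59.10%, and exons held 7.08% against 3.41%. Introns and intergenic sequence together held 92.92% (95% CI 92.73 to 93.10) against 96.59%. Peaks were found on all 19 autosomes and on X and Y. With protein-coding genes only, the alternative that moved these shares most, 46.16% lay 10 to 100 kb from a TSS and 93.63% lay in introns or between genes. From the size of the distal class and the shares in introns and between genes, the paper concludes that PU.1 bound dispersed loci, most often far from TSSs.

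**Figure D1:**
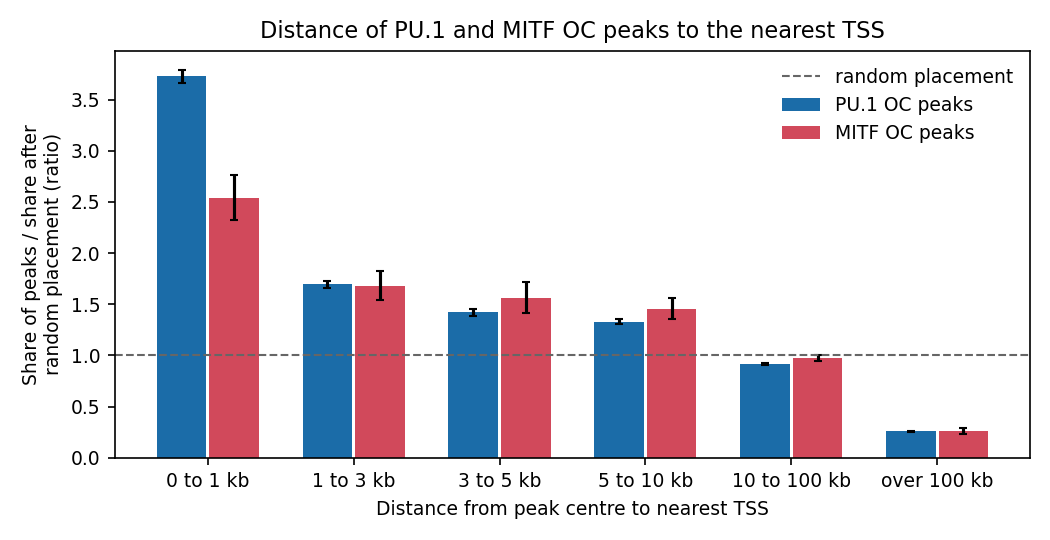
Share of peaks in each class of distance to the nearest TSS (kb), divided by the mean share after random placement, for PU.1 OC peaks (blue) and MITF OC peaks (red). Error bars are 95% Wilson intervals and the dashed line marks a ratio of 1. The PU.1 bar falls from 3.7258 within 1 kb to 0.2595 beyond 100 kb, and the MITF bar falls from 2.534 to 0.2627.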

Further, PU.1 OC peaks were enriched for H3K27Ac, a marker of active enhancers, when compared with publically available histone mark ChIP-Seq data from murine myeloid cells (Fig. 3b).^30,31^ In contrast, there was less enrichment of H3K4me3, a proximal promoter marker, near PU.1 OC peaks (Fig. 3b).^32^

**Fig. 3:**
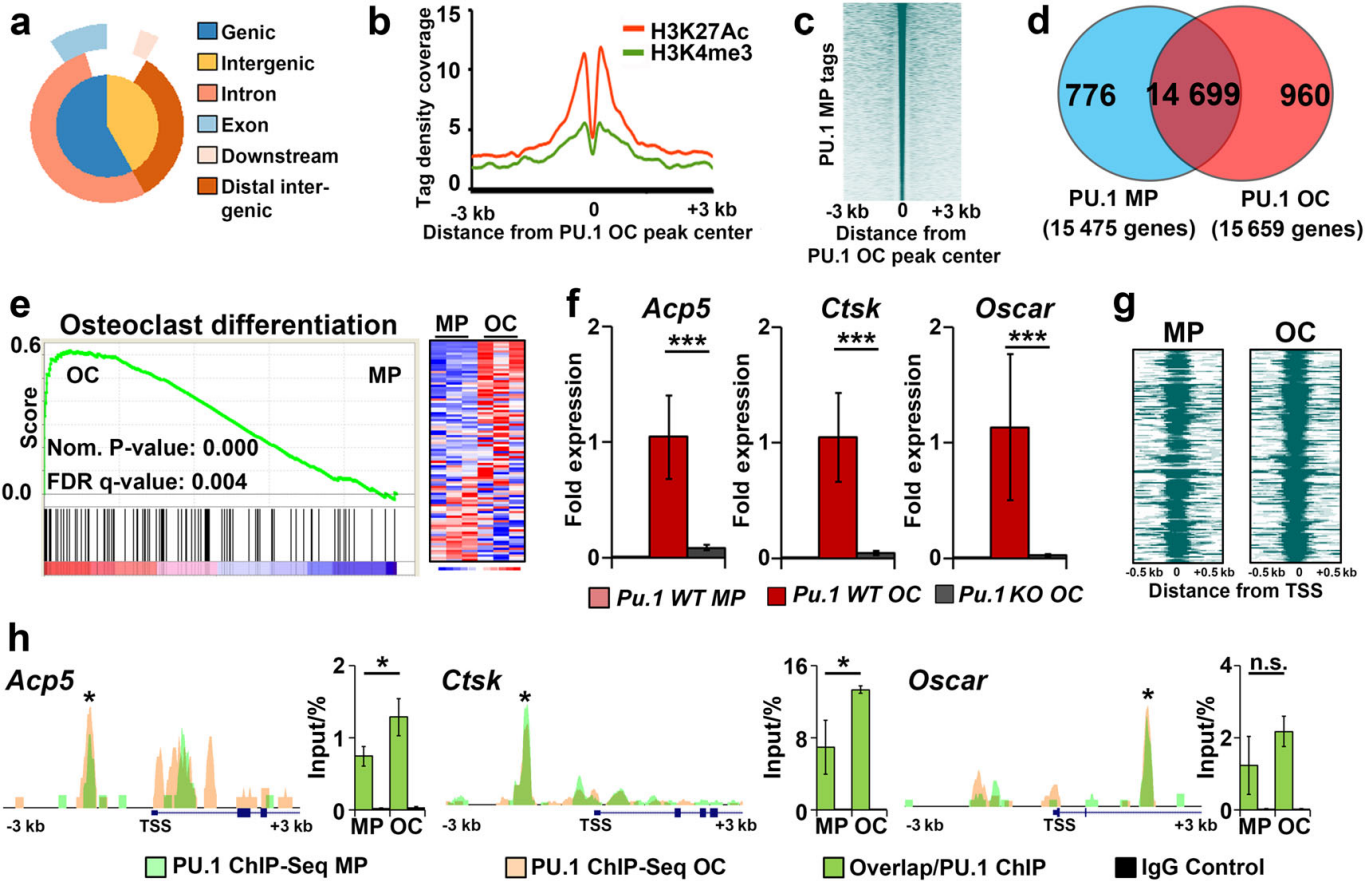
PU.1 is associated with *cis*-acting elements critical for OC differentiation and bone remodeling irrespective of RANKL signaling. **a** Graphical representation of the distribution of PU.1 OC ChIP-Seq peaks throughout the mouse genome. **b** ChIP-Seq tag density coverage of murine BMDM H3K27Ac active enhancer marks (red) and murine BMDM H3K4me3 active promoter marks (green) ± 3 kilobases (kb) from PU.1 OC peak centers. **c** Treeview plot of genome-wide PU.1 myeloid precursor (MP) tags ± 3 kb from PU.1 OC peak centers. **d** Venn diagram depicting the number of genes in MPs and OCs with PU.1 peaks. **e** GSEA plot of an OC differentiation gene set significantly enriched in genes with PU.1 OC peaks using our murine MP and OC microarray data (*n* = 3). Heatmap (right) indicating MP and OC expression of genes in the gene list. **f** RT-qPCR analysis of genes on the GSEA gene list essential for OC function. Gene expression is shown for wild-type (WT) MPs and OCs and *Pu.1 KO* OCs (*n* = 3). **g** Treeview plot of PU.1 MP and OC tags ± 500 base pairs from the transcriptional start sites (TSS) of all genes on the GSEA list. **h** Depiction of MP and OC PU.1 ChIP-Seq peaks ± 3 kb from the TSS of *Acp5*, *Ctsk*, and *Oscar*. Conventional ChIP validation of PU.1 binding to the starred sites is shown (bar graphs, *n* = 3).

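The PU.1 MP library came from cells that had received CSF1 but no RANKL. All 802 rows of its list that Supplemental Table 2 could be compared on were identical to the deposited list. Its highest peak had a score of 414.5 (243 tags, no replicates) and lay on chromosome 9 from 48366925 to 48367075, the locus near Nnmt that was also highest in OCs. By distance, 45.38% of the MP peaks (95% CI 45.02 to 45.73) lay 10 to 100 kb from a TSS and 14.40% (95% CI 14.15 to 14.65) lay within 1 kb. Introns held 50.93% of the MP peaks, intergenic sequence 42.41% and exons 6.66%. The stricter score threshold left 44377 of the 76243 peaks.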

ChIP-Seq was also performed on murine MPs. Interestingly, the majority of PU.1 peaks were shared between OCs and MPs as demonstrated by the PU.1 sequence tag densities in MPs located around PU.1 peak centers in OCs (Fig. 3c). 

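Of the 77072 PU.1 peaks in OCs, 60100 overlapped a PU.1 peak in MPs. This is 77.98% (95% CI 77.69 to 78.27, no replicates), and 16972 OC peaks had no MP peak. Random placement of the OC peaks gave an overlap of 0.91% on average and 1.08% at most (p = 0.000999 from this permutation of positions, the smallest possible). Seen from MPs, 78.83% of the 76243 peaks (95% CI 78.54 to 79.12) overlapped an OC peak and 16143 did not.
The share rose with the score, and with it the number of tags behind each peak. In the lowest decile of PU.1 OC scores, from 10.3 to 11.7, 36.29% of peaks (95% CI 35.22 to 37.37) had an MP peak. In the fifth decile, with scores from 19.1 to 23.5, the share was 82.11% (95% CI 81.24 to 82.95). In the highest decile, with scores from 92.5 to 356.8, 7674 of 7707 peaks had one, or 99.57% (95% CI 99.40 to 99.69). Near the lowest score a locus can be called in one library and missed in the other at the same occupancy, so at this depth an absent MP peak with a low OC score does not show that PU.1 was absent in MPs. The stricter score threshold moved the share most, to 82.93% of 44841 OC peaks. The paper takes the PU.1 tags in MPs around PU.1 peak centers in OCs (Fig. 3c) as evidence that the majority of peaks were shared.

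**Figure D2:**
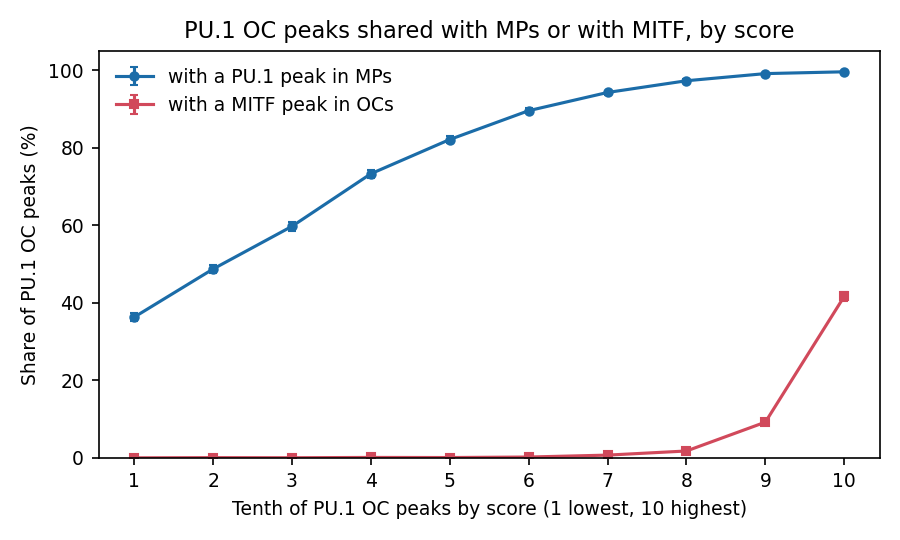
Percent of PU.1 OC peaks (vertical axis) that overlap a PU.1 MP peak (blue) or a MITF OC peak (red), by decile of the PU.1 OC score (horizontal axis, lowest scores on the left), with 95% Wilson intervals. The blue share rises from 36.29% to 99.57%, and the red share rises from 0% to 41.65%.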

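For the 60100 overlapping pairs of PU.1 peaks, the tags in OCs and MPs were compared with an exact binomial test, given the median ratio of OC to MP tags of 1.1429. The test covers sampling noise only, because neither condition has a replicate. With a Benjamini-Hochberg adjusted p of 0.05 and a 2-fold change as limits, 94 pairs differed, which is 0.1564% (95% CI 0.1278 to 0.1913). Of these, 41 were higher in OCs and 53 were higher in MPs. Both peaks of a pair together held a median of only 39 tags, so moderate changes at a typical pair were not detectable. The other pairs are thus not shown to be unchanged. The 16972 OC peaks and 16143 MP peaks without a partner were not tested, so binding gained or lost altogether is outside this number. Among the 11996 pairs with 60 to 120 tags in all, the SD of the log2 fold change was 0.4394, against 0.3268 from sampling noise. Across the pairs, the log2 tags in MPs and OCs had a Pearson r of 0.9073, and peaks are not independent replicates.
Among the pairs called in both lists, the largest gain was on chromosome 14 from 66033245 to 66033395, in an intron of Pnoc 10726 bp from its TSS, with a score of 10.2 in MPs and 88.1 in OCs (log2 fold change 3.1293, adjusted p = 3.86e-06, exact binomial test). The next gain, on chromosome 9 from 24897585 to 24897735 and 3794 bp from the TSS of Gm10181, went from 11.9 to 67.5 (log2 fold change 2.5236, adjusted p = 0.0018, same exact test). The next 3 gains had log2 fold changes between 2.2668 and 2.3517 and lay in introns of Gm15710 and Kif2c and 157230 bp from the TSS of Foxp1. The largest loss was on chromosome 7 from 36527412 to 36527562, in an intron of Dpy19l3, where the score went from 80.2 in MPs to 16.2 in OCs (log2 fold change -2.2878, adjusted p = 0.000739, exact binomial test). The other 4 of the 5 largest losses had log2 fold changes from -2.1926 to -1.8601, in introns of Kcnq1 and Nacc2, in an exon of Ddc and 87966 bp from the TSS of Ndufa10.
Using the ratio expected from library size in place of the median ratio moved the number of changed pairs most, to 113. Of these, 41 were higher and 72 lower in OCs. The stricter score threshold gave 57 higher and 47 lower, so the balance of gains and losses depended on the processing. From the loci shared by MPs and OCs, the paper reasons that PU.1 binding does not wait for differentiation to begin.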

This indicates that PU.1 binds to similar loci even before differentiation is initiated. 

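Genes were taken as the RefSeq transcripts that the lists name as nearest to each PU.1 peak. The MP list named 15476 and the OC list named 15660, and 14721 were in both. Of the 16415 named by either list, 89.68% were shared (95% CI 89.21 to 90.14, no replicates), 755 were named in MPs only and 939 in OCs only. The shared set was 95.12% of the MP set and 94.00% of the OC set. On GENCODE genes, an overlap of 85.41% fell to a mean of 35.43% when the MP peaks were shifted at random 100 times (range 34.24 to 37.42). This GENCODE alternative, chosen after the files had been seen, was also the one that moved the share most. Among the alternatives set earlier, the stricter score threshold moved it most, to 88.11% of 13184 transcripts.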

When genes associated with PU.1 peaks in MPs and OCs were compared, ~90% were shared between the two (Fig. 3d).

In the next layer of analysis, PU.1 OC ChIP-Seq data was overlaid with global gene expression profiling performed in murine MPs and OCs. GSEA demonstrated that “Osteoclast Differentiation” and “Bone Remodeling and Resorption” were the top processes significantly enriched in genes bound by PU.1 in OCs (Fig. 3e and Supplemental Figure 3B, Supplemental Table 3). Gene expression analysis by RT-qPCR verified that these genes were upregulated in OCs compared to MPs and comparison of wild-type OCs to *Pu.1 KO* OCs confirmed that upregulation of these genes was PU.1-dependent (Fig. 3f, Supplemental Figure 3C). 

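The expression values behind the list of differentially regulated genes are not analysed here, and PU.1 occupancy was examined at the 10 genes of OC function that the paper shows by ChIP-Seq trace and conventional ChIP. Each had at least 1 PU.1 peak center within 3 kb of a TSS in MPs and in OCs (10 of 10, no replicates). Ctsk had a highest score of 56.3 in MPs and 45.5 in OCs, and Oscar had 23.9 and 27.9. At Scin the highest score was 49.5 in MPs and 63.1 in OCs, and at Itgb3 it was 88.7 and 67.5. Tfrc had 88.7 in MPs and 80.8 in OCs, Ccr1 had 42.6 and 36.7, and Ppargc1b had 30.7 and 29.4. Src had 17.1 in MPs and 36.7 in OCs, and Lif had 20.5 and 25.
Acp5 had the lowest scores, at different positions in the 2 conditions. Its MP peak on chromosome 9 from 21935611 to 21935761 had a score of 10.2, the lowest in the list, and its OC peak from 21937474 to 21937624 had a score of 13.2. Under the stricter score threshold 8 of the 10 genes kept a peak in both MPs and OCs. The window moved the number most, and within 1000 bp of a TSS 6 genes had a peak in MPs and 3 had one in both. From the tags around TSSs in MPs and OCs, the paper concludes that most of these genes are occupied by PU.1 before and after RANKL, as genome-wide.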

As in the genome-wide analysis, the majority of these differentially regulated genes displayed PU.1 occupancy in both MPs and OCs (Fig. 3g, Supplemental Figure 3D). 

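The primers of the 10 conventional ChIP assays were matched to mm9, and the nearest ChIP-Seq peak within 250 bp of each amplified segment was read from the lists. The ChIP-qPCR values themselves are not analysed here. All 10 segments had a PU.1 OC peak, and 8 of these peaks overlapped the segment. In MPs 9 of the 10 had a PU.1 peak, and 7 overlapped. The segment of Acp5, an intronic one on chromosome 9 from 21937490 to 21937600, had an OC peak of 9 tags and no MP peak. A locus with so few tags in one library lies at the calling limit, and at this depth its absence from the other was not distinguishable from sampling.
The Ctsk segment on chromosome 3 from 95301733 to 95301808, -1438 bp from the TSS on the scale where upstream is negative, lay in a peak of 33 tags in MPs and 31 in OCs. Near the Oscar segment on chromosome 7 from 3565943 to 3566031, peaks of 14 tags in MPs and 19 in OCs ended 11 and 12 bp away. The largest difference was at Src, on chromosome 2 from 157252702 to 157252767 in an intron, with 10 tags in MPs and 25 in OCs (log2 fold change 1.1293, exact binomial p = 0.0408). After adjustment over all shared peaks its p was 0.5936, so this difference did not hold up. Log2 fold changes were 0.746 at Itgb3, 0.3756 at Scin, 0.2479 at Oscar, -0.1926 at Ccr1 and -0.2828 at Ctsk, none of them past the adjusted limit. From enrichment in the conventional assay, the paper concludes that PU.1 occupies TSS-proximal regions of the genes found by ChIP-Seq.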

Conventional ChIP confirmed that PU.1 was bound to regions proximal to the TSS of 10 representative target genes identified by ChIP-Seq (Fig. 3h and Supplemental Figure 3E).

### PU.1 and its co-partner MITF regulate the expression of a network of TFs necessary for OC differentiation

The majority of BMD-SNPs found in PU.1/H3K27Ac marked enhancers showed an increased occurrence of PU.1 and MITF (E-box) motifs near the SNP sites (Fig. 1e). Further, we have previously shown in OCs that PU.1 and its co-partner MITF regulate genes essential for OC function.^19,20^ MITF ChIP-Seq analysis in MPs and OCs indicated that the majority of MITF peaks were distributed throughout the genome primarily in intergenic and intronic sequences located 10–100 kb from genes, similar to PU.1 (Fig. 4a, Supplemental Figure 4A, Supplemental Table 2). 

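MITF is a basic helix-loop-helix leucine zipper factor that binds the E-box, and its ChIP-Seq libraries were made from the same kinds of MPs and OCs with 5 µg of a MITF antibody. Each condition again has 1 library and no replicates. The MITF MP list held 5413 peaks with scores from 9.3 to 136.1 (median 12.5), which are 9 to 131 tags. The MITF OC list held 4443 peaks with scores from 9.1 to 107.3 (median 11.4), which are 8 to 94 tags. One tag was worth 1.0388 in MPs and 1.1418 in OCs, which on HOMER's default scale implies 9630000 and 8760000 tags in all. Although these libraries were by this measure deeper than the PU.1 libraries, only 0.8323% of their tags in MPs and 0.6567% in OCs lay in peaks. All 802 rows compared with Supplemental Table 2 were identical in each MITF list. The highest MITF OC peak lay in an intron of Jazf1 on chromosome 6 from 52792689 to 52792839 with a score of 107.3.
In OCs 2103 of the 4435 MITF peaks on annotated chromosomes, or 47.42% (95% CI 45.95 to 48.89), lay 10 to 100 kb from a TSS. Random placement gave 48.56% (permutation p = 0.2038), so for this class the difference was within chance. Within 1 kb of a TSS were 10.55% (95% CI 9.68 to 11.49), or 2.534 times the random share, and beyond 100 kb 6.36%. Introns held 51.05% of the MITF OC peaks (95% CI 49.58 to 52.52), intergenic sequence 43.49% (95% CI 42.04 to 44.96) and exons 5.46%.
In MPs 46.28% (95% CI 44.95 to 47.61) of 5402 MITF peaks lay 10 to 100 kb from a TSS. Random placement of the MP peaks gave 48.61% (permutation p = 0.008), so there the share was slightly below chance. Introns held 51.44% of the MITF MP peaks and 42.89% lay between genes. The share within 1 kb of a TSS was smaller for MITF OC peaks than the 15.44% of PU.1 OC peaks, and their intervals did not overlap. The stricter threshold moved the size of the lists most, to 1192 peaks in MPs and 930 in OCs. From these distributions the paper concludes that MITF, like PU.1, mainly occupies distal intronic and intergenic loci.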

PU.1 sequence tags from individual MP and OC ChIP-Seq data were significantly enriched at the center of MITF-bound loci in MPs and OCs, respectively (Fig. 4b). 

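The tag positions behind the density plots are not in the lists, so PU.1 enrichment at MITF loci was measured as the share of MITF peaks that overlap a PU.1 peak of the same cells. In MPs 5300 of 5413 MITF peaks did so, or 97.91% (95% CI 97.50 to 98.26, no replicates), and 113 did not. Randomly placed MITF MP peaks overlapped PU.1 in 0.925% of cases on average (permutation p = 0.000999, the smallest the shifts can give). In OCs 4145 of 4443 MITF peaks overlapped a PU.1 OC peak, with centers within 100 bp in 4140 of them. A reciprocal overlap of at least 50% left 97.23% in MPs and 92.60% in OCs. Peaks without PU.1 were fewest above the stricter threshold, at 6 of 1192 in MPs and 10 of 930 in OCs. The highest MITF MP peak, in an intron of Jazf1 on chromosome 6 from 52792695 to 52792845 with a score of 136.1, coincided with PU.1 peaks in MPs and OCs. The paper reports a significant enrichment of PU.1 tags at the centers of MITF-bound loci of the same stage (Fig. 4b).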

Even though only ~5% of PU.1 peaks in OCs were bound by MITF, this comprised >90% of MITF-bound loci in OCs (Fig. 4c). 

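The 4145 PU.1 OC peaks with a MITF OC peak were 5.38% of all PU.1 OC peaks (95% CI 5.22 to 5.54, no replicates), against 0.0536% after random placement. The same overlaps made up 93.29% of the MITF OC peaks (95% CI 92.52 to 93.99), against a random mean of 0.9224% and a maximum of 1.418%. Both shares had a randomization p of 0.000999, the floor of 1000 placements. A remainder of 298 MITF OC peaks had no PU.1 peak, and 72927 PU.1 OC peaks had no MITF peak.
Co-bound peaks were concentrated at high PU.1 scores. In the highest decile of PU.1 OC scores 3210 of 7707 peaks had a MITF peak, or 41.65% (95% CI 40.55 to 42.76). The ninth decile had 9.20% (95% CI 8.57 to 9.87) and the eighth 1.76% (95% CI 1.49 to 2.08). In the lowest decile none of 7708 peaks had one, with an upper limit of 0.0498%. With few tags in MITF peaks, weaker MITF binding at the other PU.1 loci was not detectable at this depth. Under the stricter score threshold, which moved both shares most, 98.92% of 930 MITF peaks and 2.05% of 44841 PU.1 peaks were co-bound. Setting the 2 shares side by side, the paper reasons that the few PU.1 loci bound by MITF make up nearly all MITF-bound loci.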

Overlap of the 4140 PU.1/MITF co-bound peaks with global gene expression once again revealed OC differentiation as a significantly enriched process (Supplemental Figure 4B, Supplemental Table 3). Similar to the human functional genomic analysis (Fig. 1d), target genes of PU.1/MITF were also enriched for TFs involved in DNA-dependent transcription (Fig. 4d, Supplemental Table 3).

**Fig. 4:**
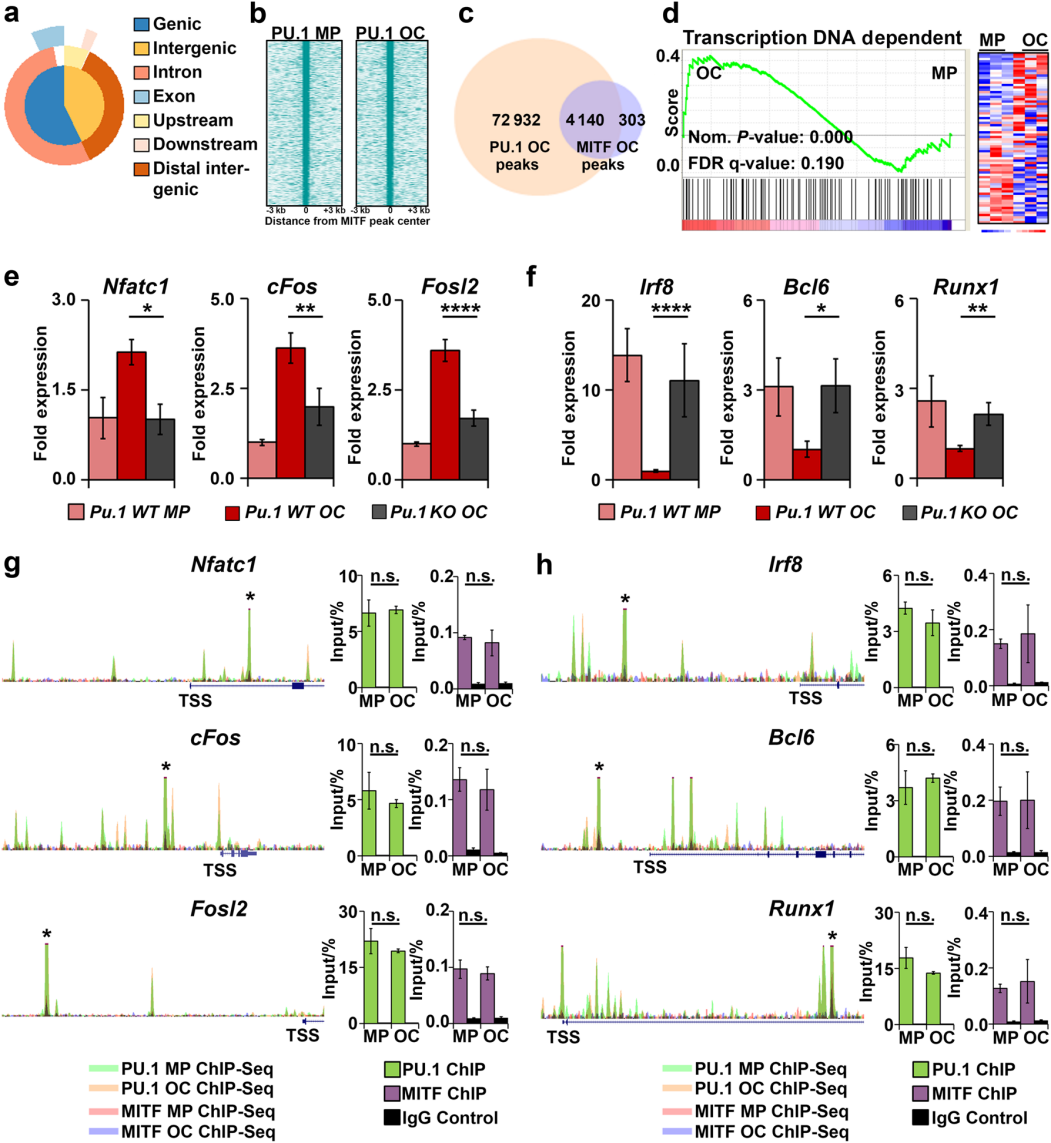
PU.1 and its co-partner MITF regulate the expression of a network of TFs necessary for OC differentiation. **a** Graphical representation of the distribution of MITF OC ChIP-Seq peaks throughout the genome. **b** Treeview plot of genome-wide PU.1 MP and PU.1 OC ChIP-Seq tags ± 3 000 base pairs from MITF MP or MITF OC peak centers. **c** Venn diagram depicting the OC ChIP-Seq peak sites shared between PU.1 and MITF. **d** GSEA plot of a TF gene set significantly enriched in genes with overlapping PU.1 and MITF OC ChIP-Seq peaks using our murine MP and OC microarray data (*n* = 3). Heatmap (right) indicating MP and OC expression of genes in the gene list. **e** RT-qPCR analysis of 3 TFs on the GSEA gene list, which are necessary for OC differentiation. Gene expression is shown for WT MPs and OCs and *Pu.1 KO* OCs (*n* = 3). **f** RT-qPCR analysis of 3 TFs on the GSEA gene list which inhibit OC differentiation. Gene expression is shown for WT MPs and OCs and *Pu.1 KO* OCs (*n* = 3). **g**, **h** Depiction of MP and OC PU.1 and MITF ChIP-Seq peaks near the TF loci analyzed in **e** and **f**. Each trace is 30 kb wide and the TSS is indicated. Conventional ChIP validation of PU.1 and MITF binding to the starred sites is shown (bar graphs, *n* = 3).

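At each of the 18 TF genes the paper studied, PU.1 peaks that overlapped a MITF peak of the same cells were sought within 35 kb of a TSS. Such a co-bound peak was present at 15 genes in MPs and at 15 genes in OCs, and 13 genes had one in both (no replicates). The peaks of the 2 conditions did not have to be at the same position. At Yy1 and Notch2, for example, they were at different positions, so the count is not one of sites kept from MPs to OCs. With either condition counted, 17 of the 18 genes had one. In OCs it was missing at Irf8, Prdm1 and Klf7, and in MPs at Fos, Klf7 and Stat3. Where a gene had several, the highest PU.1 score of a co-bound OC peak was 205.6 at Hif1a, 204.1 at Junb, 199.7 at Yy1 and 192.4 at Klf10. It was 171.8 at Smad2, 148.3 at Rbpj, 129.2 at Limd1, 127.8 at Stat3, 118.9 at Myc and 105.7 at Notch2. A requirement for both conditions was chosen for the main count. The narrower window moved it most, to 4 genes with a co-bound peak within 10000 bp in both MPs and OCs, and the stricter score threshold left 6.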

To validate these ChIP-Seq peaks, we focused on a set of TFs with both known functions in OC differentiation and a PU.1/MITF peak located within 35 kb of the gene’s TSS. 

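Co-bound peaks within 35 kb were listed for the 6 TFs in turn, with PU.1 scores and no replicates. Nfatc1 had 2 such peaks in MPs and 2 in OCs, the highest with a PU.1 score of 291.7 in MPs and 246.7 in OCs. Fosl2 had 1 in each, with PU.1 scores of 284.9 in MPs and 248.2 in OCs at a locus on chromosome 5 from 32415021 to 32415171. Fos had none in MPs and 2 in OCs, with a highest PU.1 score of 151.2. Among the inhibitors, Bcl6 had 2 in MPs (highest 158.6) and 1 in OCs (136.6). Runx1 had 1 in MPs (228.6) and 2 in OCs (186.5). Irf8 had 1 in MPs (185.9) and none in OCs.
At the segments amplified by conventional ChIP, PU.1 peaks were present in MPs and OCs at all 6 genes. MITF scores there were 26 in MPs and 22.8 in OCs at Fosl2, 20.8 and 18.3 at Runx1, 11.4 and 13.7 at Bcl6, and 11.4 and 10.3 at Nfatc1. The Fos segment had a MITF peak of score 11.4 in OCs only, and the Irf8 segment had no MITF peak in MPs or OCs. MITF scores of 9.3 in MPs and 9.1 in OCs are the lowest in their lists, so weak MITF binding at Irf8, or at Fos in MPs, was not detectable at this depth. In a window of 10000 bp, the alternative that changed these counts most, 5 of all 18 TFs kept a co-bound peak in MPs and 6 in OCs. From peaks and conventional ChIP at these genes, the paper concludes that PU.1 and MITF target activators and inhibitors of OC differentiation alike.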

The results of this analysis confirmed that key TFs that promote (*Nfatc1*,^14^ *Fosl2*,^17^ and *cFos*^15^) or inhibit (*Irf8*,^33^ *Bcl6*,^34^ and *Runx1*^35^) OC differentiation were targets of both PU.1 and MITF (Fig. 4e–h). In total, we have validated PU.1 and MITF binding to 18 TFs with established functions in OC differentiation (Fig. 4g, h and Supplemental Figure 4C). 

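Primers for all 18 TF segments were matched to mm9, and peaks within 250 bp were read from the 4 MP and OC lists. The conventional ChIP values are not analysed here. Every segment had a PU.1 peak in both MPs and OCs, 16 of them overlapping the segment in MPs and 15 in OCs. MITF peaks were found at 10 segments in MPs and 14 in OCs. Both lists had a MITF peak at 9 segments, 5 had one in OCs only (Fos, Notch2, Stat3, Yy1 and Limd1), and Prdm1 had one in MPs only. No MITF peak lay near the segments of Irf8, Klf7 and Myc.
PU.1 scores at these segments went from 259.3 in MPs to 205.6 in OCs at Hif1a, from 214.9 to 192.4 at Klf10 and from 191 to 146.8 at Prdm1. They went from 170.6 to 204.1 at Junb, from 182.5 to 199.7 at Yy1 and from 145 to 171.8 at Smad2. The largest difference was at Irf8, on chromosome 8 from 123243864 to 123243940, where the PU.1 score fell from 165.5 to 111.6 (log2 fold change -0.5446, exact binomial p = 0.0146). Its p after adjustment over all shared peaks was 0.42, the lowest of all the segments, so no difference between MPs and OCs held up at any of them. MITF scores at the segments with a peak in OCs ranged from 10.3 at Nfatc1, Notch2 and Limd1 to 34.3 at Klf10. Counting only peaks that overlap the segment moved the MITF numbers to 9 in MPs and 12 in OCs. From these sites and the conventional assay together, the paper concludes that PU.1 and MITF bind TF genes with established functions in OC differentiation.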

These results indicate that PU.1 regulates OC differentiation by means of promoting the expression of downstream pro-osteoclastogenic TFs and suppressing the expression of TFs that negatively regulate OC differentiation.

### Interdependent recruitment of both PU.1 and BRD4 marks superenhancers required for OC differentiation

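A superenhancer is a cluster of enhancers whose summed signal stands far above that of single enhancers. PU.1 OC peaks closer to each other than the default distance of HOMER's superenhancer mode were stitched into 30890 regions, and the regions were ranked by the sum of their scores. The cut was placed where the ranked curve, with both axes scaled to 1, passed a slope of 1. Above it lay 2333 regions with summed scores from 296.8 to 2637 (no replicates). Their median width was 32476 bp with a median of 8 peaks, and they held 27.15% of the PU.1 OC peaks. Input tags, which HOMER can subtract at this step, are not in the lists.
The highest region was on chromosome 8 from 129279707 to 129454425, with 36 peaks, a summed score of 2637 and no protein-coding gene. The next were on chromosome 14 from 122269119 to 122467389 (summed score 2237.9), on chromosome 3 from 97734409 to 97891742 at Notch2 (1865) and on chromosome 1 from 62725610 to 62820471 at Nrp2 (1832.6). The fifth lay on chromosome 11 from 103107885 to 103280738 with 45 peaks and a summed score of 1795.8. Ranking by number of peaks gave 2178 regions and the stricter score threshold gave 2012. Stitching within 5000 bp moved the number most, to 3935.

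**Figure D3:**
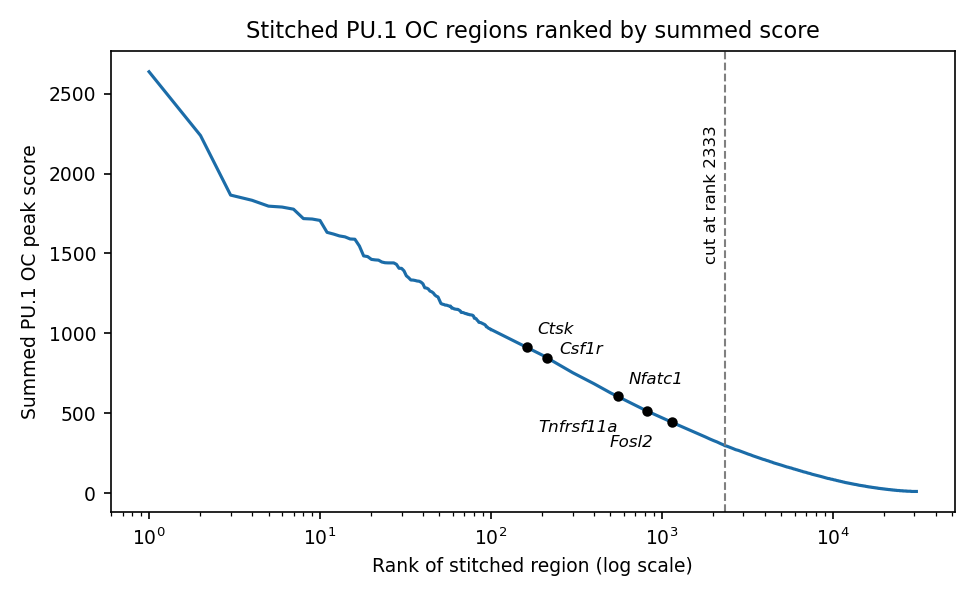
Summed PU.1 OC score of each stitched region (vertical axis) against its rank (horizontal axis, log scale). The dashed line marks the cut at rank 2333, and the points mark the regions at Ctsk (rank 163), Csf1r (213), Nfatc1 (551), Tnfrsf11a (815) and Fosl2 (1143), all to the left of the cut.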

More in-depth analysis of the DNA-binding pattern of PU.1 in OCs uncovered that clusters of PU.1 peaks throughout the genome formed nearly 700 superenhancers (Supplemental Table 5). Furthermore, there was significant overlap between the PU.1 ChIP-Seq peaks which form superenhancers in OCs and publically available BRD4 ChIP-Seq data from murine acute myeloid leukemia (AML) cells (Supplemental Figure 5A).^36^ Several of these superenhancer loci were situated at lineage determinant TFs important for OC differentiation such as *Nfatc1* and *Fosl2*, which displayed strong overlap of PU.1 peaks with publically available BRD4 AML ChIP-Seq peaks (Fig. 5a). 

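The stitched region at Nfatc1 lay on chromosome 18 from 80886626 to 80921409, across the TSS, and ranked 551 of 30890 with a summed score of 606.5 (no replicates). It held 9 PU.1 OC peaks, 2 of them with a MITF OC peak, and 6 PU.1 MP peaks fell in the same interval. The region at Fosl2 lay on chromosome 5 from 32440813 to 32500274 and ranked 1143, with 11 PU.1 OC peaks and a summed score of 443.3. It began 1968 bp downstream of the Fosl2 TSS and did not include the high peak that the conventional ChIP primers amplify, whose segment lies at -23721 bp from the TSS. Both summed scores were above the lowest superenhancer value of 296.8. The paper counts nearly 700 superenhancers, and at that number this ranking would include Nfatc1 but not Fosl2. Stitching within 5000 bp, which changed the set most, gave 3935 superenhancers with a median of 3 peaks. From the clusters of PU.1 peaks, the paper concludes that superenhancers are situated at TFs such as Nfatc1 and Fosl2.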

We utilized JQ1, a BRD4 bromodomain inhibitor, to determine the effects of blocking superenhancer-mediated gene transcription on the expression of PU.1 target TFs in OCs.^37^ This analysis confirmed that expression of both *Nfatc1* and *Fosl2* in OCs was inhibited by JQ1 (Fig. 5b). In addition, JQ1 significantly reduced PU.1 enrichment at PU.1 enhancers near *Nfatc1* and *Fosl2* (Fig. 5c). Moreover, using wild-type and *Pu.1 KO* cells, we observed decreased PU.1 enrichment at one of the *Nfatc1* peaks in *Pu.1 KO* cells, which correlated with a concomitant decrease in BRD4 enrichment at the same site (Fig. 5d and Supplemental Figure 5B).

**Fig. 5:**
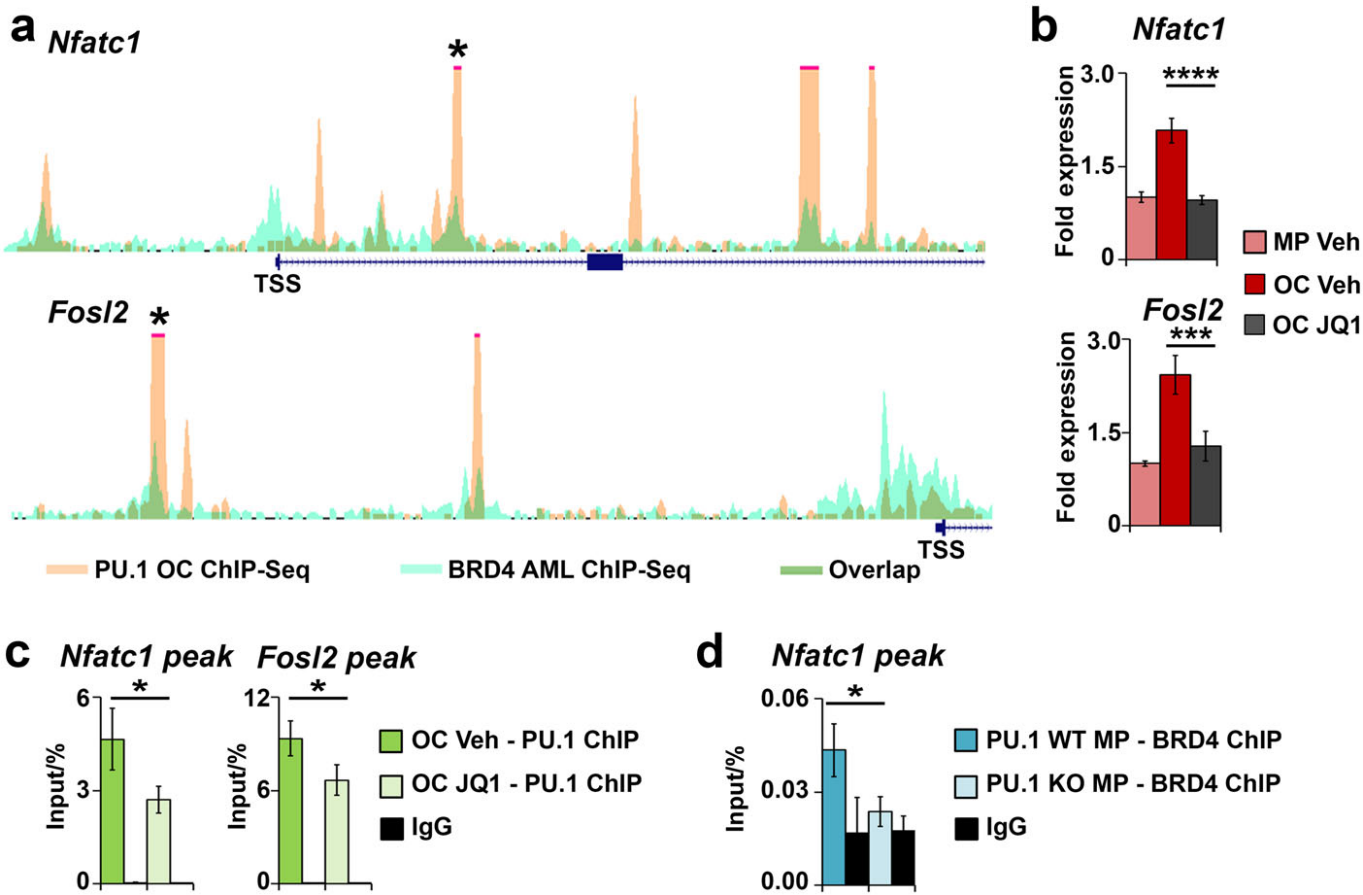
Interdependent recruitment of both PU.1 and BRD4 marks superenhancers required for OC differentiation. **a** Depiction of PU.1 OC ChIP-Seq peak overlap with BRD4 ChIP-Seq data from murine acute myeloid leukemia (AML) cells. Each trace is 30 kb wide and the TSS is located as indicated. **b** RT-qPCR analysis of the expression of OC TF network genes, *Nfatc1* and *Fosl2* in response to treatment with the BRD4 inhibitor JQ1 (*n* = 3). **c** Conventional ChIP of PU.1 binding to peak sites starred in **a** in OCs with and without JQ1 treatment (*n* = 3). **d** Conventional ChIP of BRD4 binding to the *Nfatc1* peak site starred in **a** in WT and *Pu.1 KO* MPs (*n* = 3).

### PU.1 is necessary for looping of a conserved enhancer at the Nfatc1 locus

To evaluate the functional relevance of the distal enhancers that are enriched for PU.1 in both MPs and OCs, we used a chromosome conformation capture (3C) assay. This assay allows us to investigate the relationship between chromatin folding and transcriptional activity,^38^ of which we used the OC master regulator *Nfatc1* as a candidate gene. In both murine OCs and MPs, the *Nfatc1* locus has two intronic enhancers, both marked by H3K27Ac, which overlap PU.1 peaks (Fig. 6a). 

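Nfatc1 lies on the minus strand of chromosome 18 of mm9 from 80802944 to 80909810, with an upstream TSS at 80909810 and a downstream TSS at 80904912. Exon 2 of the transcript from the upstream TSS runs from 80894294 to 80895395. Within 25 kb of this TSS the PU.1 lists held 8 peaks in MPs and 9 in OCs (no replicates). The highest was in intron 2, 21098 bp downstream of the TSS, on chromosome 18 from 80888637 to 80888787 in OCs with a score of 246.7 (168 tags). In MPs its score was 291.7 (171 tags). The highest peak of intron 1 lay 10444 bp from the TSS, from 80899291 to 80899441 in OCs with a score of 99.9 (68 tags), and from 80899297 to 80899447 in MPs with a score of 109.2 (64 tags). Neither peak was among the pairs that differed between MPs and OCs by the exact binomial test.
In MPs and OCs MITF peaks coincided with both. In intron 2 the MITF score was 47.8 in MPs and 43.4 in OCs. In intron 1 it was 11.4 in MPs (11 tags) and 10.3 in OCs (9 tags), close to the lowest scores of the MITF lists. After 36 h of RANKL a MITF peak lay in intron 2, with a score of 84.7, and none in intron 1. The MITF 36 h list may have been called with other settings. Its peaks are 150 to 1387 bp wide with a median score of 23.4, against 150 bp and medians of 12.5 in MPs and 11.4 in OCs. Its scores and missing peaks therefore do not show a change of MITF binding at 36 h. The OC list had a further PU.1 peak in intron 2 from 80886626 to 80886776 with a score of 77.8, which had no counterpart in MPs. Lower peaks of intron 1 had scores of 36.7, 19.1 and 16.2 in OCs and 30.7 in MPs.
The reference sequence of the intron 1 peak in OCs, read on the plus strand, is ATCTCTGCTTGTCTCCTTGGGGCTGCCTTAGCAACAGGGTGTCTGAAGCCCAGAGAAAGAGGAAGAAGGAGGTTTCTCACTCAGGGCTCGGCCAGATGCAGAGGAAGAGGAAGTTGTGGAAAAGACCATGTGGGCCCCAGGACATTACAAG. It holds the PU.1 motif GAGGAAGT from 80899397 to 80899404 and the E-box CATGTG from 80899417 to 80899422, both within the segment amplified by conventional ChIP from 80899328 to 80899423. The BglII fragment with the 3C primer +T1 runs from 80897716 to 80903733 (6017 bp) and held this peak, with 4 PU.1 peaks in OCs and 2 in MPs. The fragment of the constant primer runs from 80903733 to 80912684 (8951 bp), carries both TSSs and held 1 PU.1 peak in each list. The stricter score threshold, at 2 times the lowest scores of 10.2 in MPs and 10.3 in OCs, keeps both high PU.1 peaks, whereas the MITF peaks of intron 1 fall below 2 times the lowest MITF scores. From the peaks at this locus and the H3K27Ac marks, the paper concludes that Nfatc1 has a pair of intronic enhancers occupied by PU.1 in MPs and OCs.

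**Figure D4:**
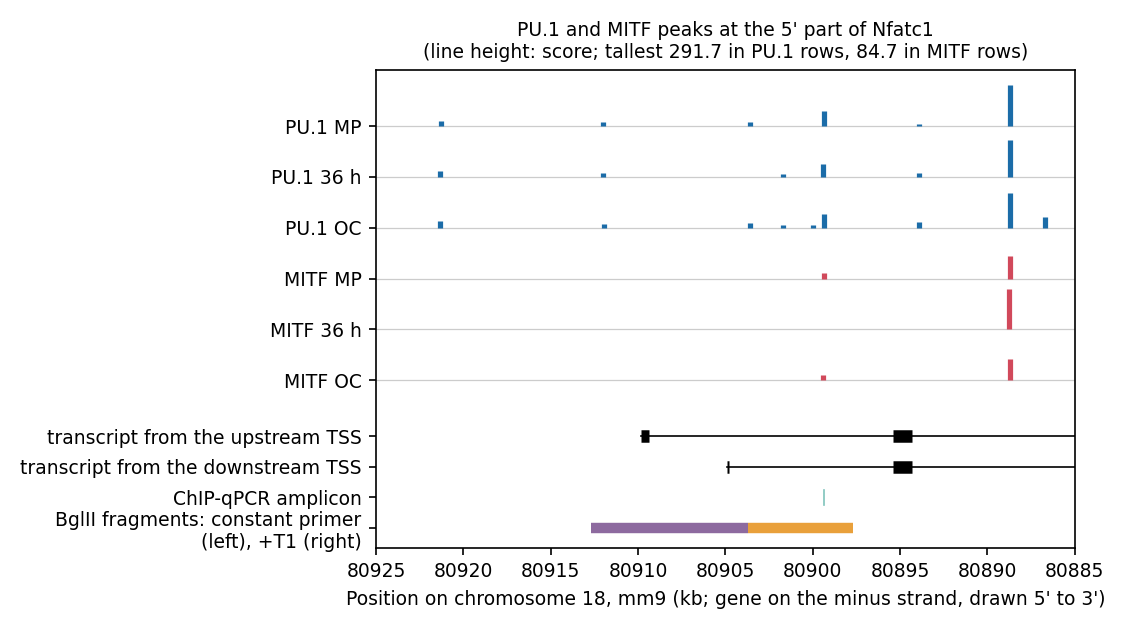
PU.1 and MITF peaks at Nfatc1 in MPs, after 36 h of RANKL and in OCs, along chromosome 18 (horizontal axis in kb, drawn in the direction of transcription), with line height in proportion to the score. The tallest lines, in intron 2, stand for a score of 291.7 for PU.1 in MPs and 84.7 for MITF at 36 h. The MITF 36 h list may have been called with other settings, so its line heights are not comparable with the other MITF rows. Below are transcripts from both TSSs, the ChIP-qPCR segment and the BglII fragments of the constant primer (purple) and of +T1 (orange).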

Comparison to PU.1-bound sites in human monocytes^26^ indicated that only the enhancer in intron 1 was conserved (Fig. 6a). Our 3C assay revealed a looping event between the PU.1/MITF-bound peak site in intron 1 (marked T1) and the *Nfatc1* promoter (marked C1, Fig. 6a). Of the 8 distal loci tested, this enhancer present in intron 1 was the only site of chromatin looping (Fig. 6b). This looping event occurred similarly in MPs and OCs, indicating that loop formation is independent of RANKL signaling (Fig. 6b). Importantly, this intron 1 looping event did not occur in either OCs or MPs lacking PU.1 (Fig. 6c, d, respectively).

**Fig. 6:**
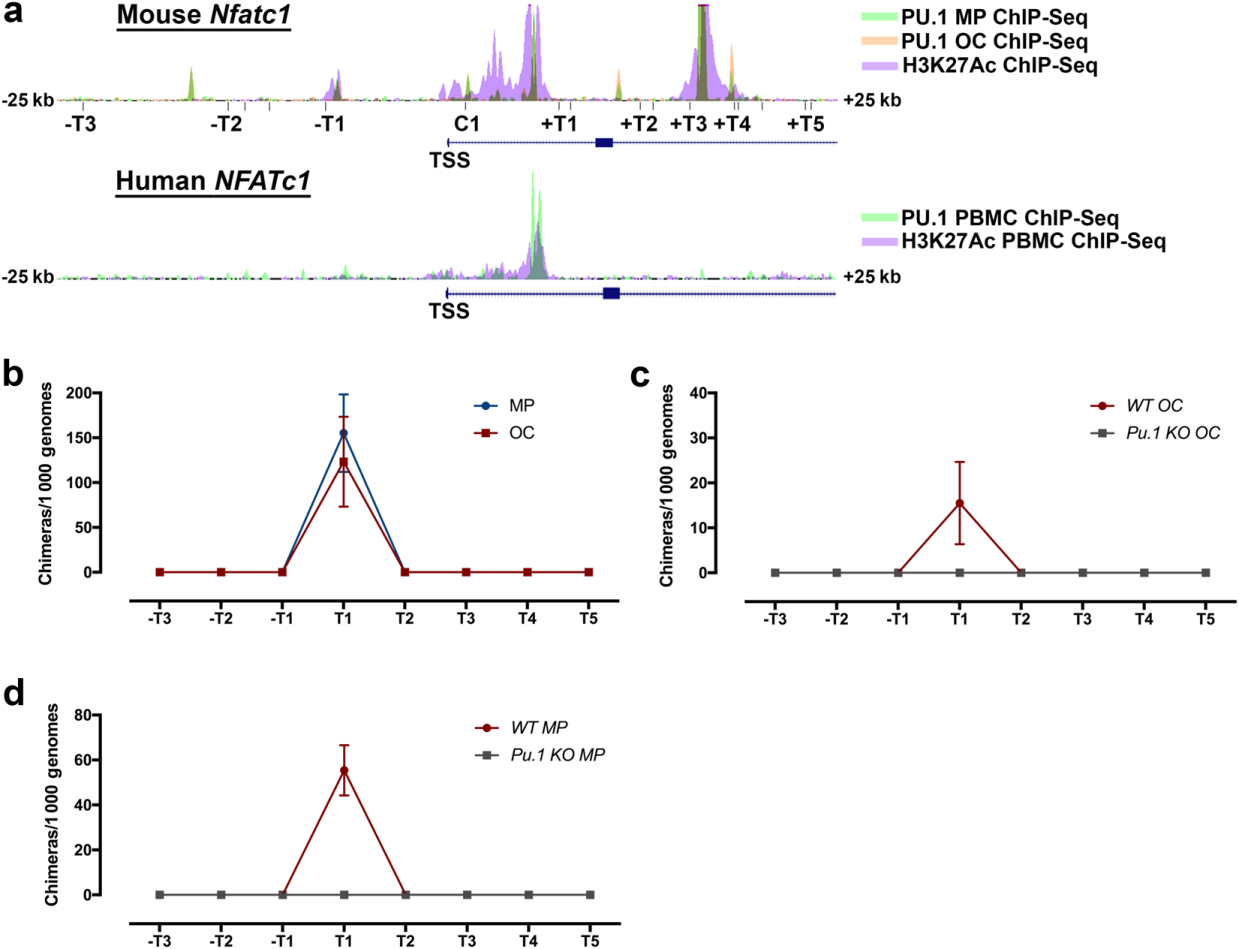
PU.1 is necessary for looping a conserved enhancer at the Nfatc1 locus. **a** Depiction of murine PU.1 MP and OC ChIP-Seq peaks and murine BMDM H3K27Ac active enhancer mark ChIP-Seq peaks ± 25 kb from the TSS of *Nfatc1* (top). *Bgl*II sites used for 3C (below top trace). Trace of PU.1 and H3K27Ac ChIP-Seq peaks from human PBMCs ± 25 kb from the TSS of *NFATc1* (bottom). **b** 3C assay from murine MPs and OCs (*n* = 2). *Bgl*II sites on the *x*-axis correspond to the indicated site ligating with the common forward site (C1) at the *Nfatc1* promoter. **c** 3C assay results from murine WT OCs and *Pu.1 KO* OCs (*n* = 2). **d** 3C assay from murine WT MPs and *Pu.1 KO* MPs (*n* = 2).

## Discussion

Mining ChIP-Seq data for physiologically relevant targets has utilized many strategies for functional enrichment. Owing to the large number of gene targets obtained in a ChIP-Seq experiment, organizational strategies such as (1) determining the presence or absence of motifs; (2) assessment of overlap with other TF binding regions; and (3) evaluation of differential binding are used as strategies to filter and preprocess the gene list. However, integrating ChIP-Seq data with data obtained from GWAS analysis has also been used to better understand the functionality and biological relevance of SNPs present in non-coding regions. Some of the strategies used include (1) functional enrichment analysis of SNP-associated genes; (2) motif analysis of SNP loci; and (3) integration with ChIP-Seq data from epigenetic modifiers and TFs.^26,39–41^ Interestingly, SNPs or variants enriched in lineage-specific enhancer regions have been shown to reflect the phenotype affecting the cell type.^26,42^ In the present study, by using BMD-SNPs from the GEFOS dataset^27^ as a limiting factor to enrich functional groups in both myeloid^26^ and MSC enhancers,^25^ we are able to elucidate lineage-specific physiologically relevant pathways and functions. In contrast, non-filtered enhancer-associated genes that overlapped with BMD-SNPs as well as lineage-specific enhancers that did not overlap with BMD-SNPs failed to enrich for known cell type-specific pathways (data not shown). Interestingly, the majority of TFs from our systems biology approach had similar expression kinetics during mouse and human OC differentiation, enabling and justifying our use of model organisms to test our hypothesis.

PU.1 is exclusively expressed in cells of the hematopoietic lineage. Dynamic fluctuation in its expression dictates differentiation in a dose-dependent manner toward multiple cell fates.^43^ This occurs by PU.1 interacting with, and regulating the expression of, multiple lineage determining and lineage function genes. During commitment to a particular cell lineage, PU.1 is highly expressed in myeloid cells, present in a lower, but still very important level in B lymphocytes, and even further downregulated in T and erythroid cells.^44^ With specific regard to myeloid cells, sustained high PU.1 levels favor macrophage over granulocyte development. When combined with the fact that PU.1 regulates multiple myeloid-specific genes during differentiation, PU.1 is considered to be the master regulator of myeloid development.^43,45^ Multiple mouse models of PU.1 mutations or deletions have been reported. Although one model of global PU.1 deletion resulted in late embryonic lethality and the absence of B lymphocytes, macrophages, and granulocytes,^46^ another yet similar mouse model experienced perinatal lethality within 48 h of birth. However, this latter model demonstrated a very small number of mature macrophages and granulocytes in the spleen and BM when mouse lifespan was prolonged with antibiotic therapy.^47^ When combined with a lack of OC formation and resultant osteopetrosis in the latter model, these cumulative findings are consistent with impaired myeloid development.^12^

With the advent of conditional knock-outs, Polli et. al.^48^ demonstrated that B cell-specific PU.1 deletion resulted in a normal number of B cells during all stages of differentiation. Therefore, we were interested whether PU.1 was indeed needed at all stages of OC differentiation. Although decreased OC differentiation following conditional PU.1 deletion in MPs in our study is anticipated based on historical results, our study demonstrates for the first time that PU.1 is also required for OC differentiation after MPs become committed OCPs. We demonstrated this through a reduction in OC differentiation following PU.1 deletion specifically in committed OC precursors using OC-specific *CtskCre*. This result demonstrated that, unlike in B cells, PU.1 is required throughout OC differentiation. Interestingly, both mice with disruption of the PU.1 DNA-binding domain and a more recent model with conditional disruption of PU.1 using the inducible *Mx1Cre* demonstrated inhibited maturation, but not proliferation, with accumulation of an abnormally large population of immature myeloid progenitor cells.^18,47^ Our finding of increased OCPs following MP-specific deletion of PU.1 which fail to differentiate into functional OCs is consistent with this finding. In total, these results illustrate the requirement of PU.1 during the entire course of OC differentiation.

To evaluate the molecular basis of PU.1 regulation in OCs, we performed ChIP-Seq to identify specific PU.1 targets at different stages of OC differentiation. 

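Each PU.1 peak was assigned to the protein-coding gene with the nearest TSS, among 22380 protein-coding genes in the GENCODE annotation of mm9. In MPs 15394 genes were nearest to a peak and in OCs 15573 were. The genes with a peak in both stages numbered 14590, or 65.19% of all protein-coding genes (no replicates). Of the genes with a peak in either stage, 89.09% had one in both (95% CI 88.60 to 89.56). The stage-specific remainder was 804 genes in MPs and 983 in OCs. Among the alternatives, the GENCODE genes of any type moved the shared part most, to 85.41%, an alternative added after the files had been seen. From occupancy in MPs and OCs alike, the paper concludes that PU.1 lies near most protein-coding genes at either stage of osteoclastogenesis.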

However, PU.1 occupancy was found near the majority of protein coding gene loci irrespective of the stage of osteoclastogenesis. Previously, we have shown that RANKL signaling targets the MITF-PU.1 complex through phosphorylation of MITF at serine 307 by p38 MAP-kinase.^20,49,50^ The phosphorylation switch correlates with the dissociation of the EOS repressor complex and recruitment of Swi/SNF complex to MITF-PU.1 target promoters.^20,51^ Though MITF and PU.1 occupy these promoters irrespective of the stage of differentiation. 

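In OCs 2844 of 4443 MITF peaks overlapped a MITF MP peak, or 64.01% (95% CI 62.59 to 65.41, no replicates). After random placement the mean was 0.0679% (permutation p = 0.000999, the smallest possible), and 1599 OC peaks had no MP peak. In the other direction 2844 of 5413 MITF MP peaks overlapped a MITF OC peak, or 52.54% (95% CI 51.21 to 53.87). The tags of the 2844 overlapping pairs were compared by the same exact binomial test as those of PU.1, with a median ratio of OC to MP tags of 0.8462. None of the pairs passed an adjusted p of 0.05 with a 2-fold change, which puts the upper 95% limit at 0.1349%. Among the 169 pairs with 60 to 120 tags in all, the SD of the log2 fold change was 0.435, against 0.3399 from sampling noise (range 0.2831 to 0.396). Both peaks of a pair together held a median of only 27 tags, so moderate changes at single loci were not detectable, and MITF peaks called at only one stage were not tested. At the 1251 MITF peaks found in OCs but neither in MPs nor at 36 h, the median score was 9.1, the lowest in the list. The highest peaks recurred, such as the one near Nnmt on chromosome 9 with scores of 97.6 in MPs and 100.5 in OCs. With the stricter score threshold, the alternative with the largest effect, 71.83% of 930 MITF OC peaks were shared and again no pair changed. From MITF ChIP-Seq at both stages, the paper reports MITF occupancy before and after differentiation, as for PU.1.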

Similarly, MITF ChIP-Seq in MPs and differentiating OCs demonstrated that like PU.1, MITF occupancy was observed in MPs and OCs alike. Further, substantiating our pre-genomics era hypothesis that PU.1 is the partner of MITF in MPs and OCs and that they genetically and physically interact,^19,20^ the majority of the MITF-bound loci overlapped with PU.1-bound loci. 

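Of the MITF peaks, 97.91% in MPs and 93.29% in OCs overlapped a PU.1 peak of the same stage (no replicates). MITF peaks of one stage also overlapped PU.1 peaks of the other, with 97.71% of MITF MP peaks (95% CI 97.28 to 98.08) at a PU.1 OC peak. On the 19 autosomes, X and Y alone the shares were 98.06% in MPs and 93.44% in OCs. The share in OCs moved most under the stricter score threshold, to 98.92%. The paper takes the overlap of MITF and PU.1 loci as support for its earlier hypothesis of a partnership in MPs and OCs.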

This hypothesis was also supported by our finding of an increased occurrence of the MITF E-box motif near BMD-SNPs in PU.1 enhancers (Fig. 1e). When genes that are regulated by PU.1/MITF-bound loci were overlaid with MP and OC gene expression data, TFs were identified as a major molecular function regulated by the MITF-PU.1 complex. The TFs that were identified by integrated analysis of MITF/PU.1 ChIP-Seq and gene expression analysis fall into two distinct subsets, those that favor OC differentiation, such as *Nfatc1*, *Fosl2*, and *cFos* (Fig. 4e), as well as those that suppress OC differentiation (*Irf8*, *Bcl6*, and *Runx1*) (Fig. 4f). Of note, in PU.1 knockdown cells this regulatory loop is reversed, which favors the suppression of OC differentiation.

Interestingly, the genes encoding several key receptors (*Csf1r/cfms*, *Tnfrsf11a/Rank*), TFs (*Nfatc1*, *cFos*, *Fosl2*) and OC markers required for differentiation and function (for example, *Ctsk*) reside in what are generally referred to as transcriptional hot spots or superenhancers (Supplemental Table 5). 

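For each named gene the nearest of the 2333 PU.1 OC superenhancers was found (no replicates). Csf1r on chromosome 18 was covered by a region from 61250470 to 61291897 with 16 PU.1 peaks, a summed score of 844.4 and rank 213. The TSS of Tnfrsf11a on chromosome 1 lay in a region from 107674761 to 107710144 with 10 peaks, a summed score of 515.4 and rank 815. Ctsk on chromosome 3 lay in a region from 95277085 to 95333999 with 12 peaks, a summed score of 914.7 and rank 163. Nfatc1 lay in the region of rank 551. For Fos the nearest superenhancer, of rank 244, lay 9 bp from the TSS. For Fosl2 that of rank 1143 lay 1968 bp from the TSS. Ranks 815 and 1143 are beyond the paper's nearly 700 superenhancers, so Tnfrsf11a and Fosl2 would fall outside at that number. When regions were stitched within 5000 bp the lowest summed score of a superenhancer was 173.2 and their median width 4135 bp, the largest change among the alternatives. From the residence of these genes in superenhancers bound by PU.1, the paper reasons that key receptors, TFs and OC markers are placed at transcriptional hot spots.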

These closely-associated strong enhancers were bound by PU.1. Further analysis of two key TFs, *Nfatc1* and *Fosl2*, for the BET protein family member BRD4 revealed that these TF-encoding genes were regulated by superenhancers and exhibiting cooperative binding of PU.1 and BRD4. Recently, the BET inhibitor JQ1 has been shown to inhibit OC differentiation both in vitro and in vivo.^52^ Here we show that PU.1 is cooperatively bound to BRD4 in an interdependent manner, regulating key TFs required for OC differentiation and function. This finding substantiates earlier results implicating superenhancers as cell lineage determinants within the hematopoietic hierarchy.^53^ Our work provides a mechanistic basis for the recent suggestion for the use of BET inhibition to treat diseases associated with excessive OC activity, including osteoporosis and rheumatoid arthritis.^52,54–56^

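Of the 20917 PU.1 OC peaks that lay in superenhancers on annotated chromosomes, 19597 had their center in an intron or between genes. This is 93.69% (95% CI 93.35 to 94.01, no replicates), with 54.09% in introns and 39.60% between genes. Outside the superenhancers the share was 92.63% (95% CI 92.41 to 92.84), with 49.06% in introns and 43.56% between genes. This count and its alternatives were added after the files had been seen. Ranking by number of peaks moved the share most, to 93.05% (95% CI 92.71 to 93.38) inside superenhancers against 92.86% (95% CI 92.64 to 93.08) outside, so the difference between inside and outside did not hold under every alternative.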

An interesting feature observed in these superenhancers was that many enhancer loci fall in distal intronic regions or intergenic regions. The presence of PU.1 at these loci irrespective of signaling indicated that PU.1 facilitates chromatin to be in a conformation enabling rapid induction of transcription when it is needed. 

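Of the 20928 PU.1 OC peaks in superenhancers, 17520 overlapped a PU.1 peak in MPs, which had received no RANKL. The share was 83.72% (95% CI 83.21 to 84.21, no replicates). Among the 56144 PU.1 OC peaks outside superenhancers 42580 did so, or 75.84% (95% CI 75.48 to 76.19). Superenhancers are chosen by summed score, and genome-wide the share of peaks with an MP peak rose with the score. The count and its alternatives were chosen after the files had been seen. Stitching within 5000 bp moved the share most, to 88.36% of 12456 peaks. From the presence of PU.1 at these loci irrespective of signaling, the paper reasons that PU.1 keeps chromatin in a conformation that allows rapid induction of transcription.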

The role of PU.1 in chromatin conformation has been reported.^57,58^ Our results at the *Nfatc1* locus substantiate the hypothesis that distal intronic enhancer loci loop back to more proximally located promoter locus. Although RANKL signaling had no effect on this looping event, PU.1 was essential in this process. Surprisingly, PU.1-Enh-BMD-SNPs identified by integrating human myeloid lineage ChIP-Seq with GWAS data from the GEFOS reside in this region. However, the nominal *P* values of these SNPs did not reach the significance threshold. These observations dovetail with our hypothesis that disease-associated SNPs in non-coding regions could shed light on important molecular pathways and functions involved in these diseases, even if a specific statistical significance threshold is not reached.

In summary, by combining functional genomics, mouse modeling, and disease-associated SNPs identified by GWAS, we provide critical mechanistic insights into the regulation of a complex TF network governing OC differentiation. Our in vivo, in vitro, and functional genomic analysis reveals that PU.1 and its co-partner, MITF, regulate a set of TFs whose functions are essential for OC differentiation and function. This study serves as a prototype for identifying alleles from a specific cell type which contribute to the pathogenesis of complex human diseases.

## Materials and methods

### Animals and genotyping

All animals were approved by The Ohio State University Institutional Animal Care and Use Committee (Protocols: 2007A0120-R2 and 2016A00000035). All mice were maintained on the C57BL/6J background (F10 or further). C57BL/6J wild-type mice were purchased from Jackson Laboratories (Bar Harbor, ME). *Pu.1*^*fl/fl*^ mice were a kind gift from Dr. Dan Tenen (Harvard Medical School).^18^ Mice possessing the tamoxifen-inducible myeloid lineage-specific *Csf1r* promoter driven *Cre* allele (*Csf1rTAMCre*) were a kind gift from Dr. Jeffrey Pollard (Albert Einstein College of Medicine).^59^ Mice expressing the OC-specific cathepsin K promoter driven *Cre* (*CtskCre*) were a kind gift from Dr. Steven Teitelbaum (Washington University School of Medicine).^60^

### Antibodies and reagents

All antibodies were mouse specific unless otherwise noted. Rabbit anti-mouse PU.1 and MITF antibodies used for ChIP and WB have been described previously.^20^ BRD4 antibody was purchased from Bethyl Laboratories (Montgomery, TX). LAMIN B antibody was purchased from Santa Cruz Biotechnology (Dallas, TX). Anti-rabbit and anti-goat secondary antibodies (LI-COR Biosciences, Lincoln, NE) were used for WB. Tamoxifen and 4-hydroxytamoxifen (4-OHT) were purchased from Sigma-Aldrich (St. Louis, MO). Tamoxifen was dissolved in corn oil with 5% ethanol and 4-OHT was dissolved in 95% ethanol. The bromodomain inhibitor JQ1 was a kind gift from Dr. Jay Bradner (Harvard Medical School).^37^

### Cell culture and in vitro OC differentiation

For in vitro OC differentiation, either primary BM cells or splenocytes were enriched for MPs initially by culturing on non-adherent plastic plates in Dulbecco’s Modified Eagle Medium (DMEM, Gibco, Life Technologies, Carlsbad, CA) supplemented with 10% fetal bovine serum (FBS, Sigma-Aldrich), 50 U·mL^–1^ penicillin/streptomycin (P/S, Gibco) and 50 ng·mL^–1^ recombinant human CSF1 (Peprotech, Rocky Hill, NJ). After 3 days of culture, the myeloid enriched non-adherent fraction was mechanically isolated and replated on adherent tissue culture plates in DMEM containing 10% FBS, 50 U·mL^–1^ P/S, 50 ng·mL^–1^ CSF1, and 100 ng·mL^–1^ recombinant human RANKL (Peprotech) and harvested at the indicated time points. Where indicated, primary BM-derived myeloid cells (BMDM) undergoing in vitro OC differentiation were treated with 250 nmol·L^–1^ JQ1 or equivalent volume of DMSO (Vehicle control) in the culture media. For extraction and culture of *Pu.1 KO* cells derived from *Pu.1*^*fl/null*^ *Csf1rTAMCre* + mice, mice were treated in vivo with 5 daily intraperitoneal (IP) injections of 1 mg tamoxifen/mouse/day. One day following the final injection, BMs were flushed from femurs and tibias and plated on non-adherent plates as described above with the addition of 1 μmol·L^–1^ 4-OHT in the media. When BMDMs were replated on adherent plates for in vitro osteoclast differentiation, 4-OHT was removed from the media.

### Protein isolation and western blotting

Nuclear lysates were prepared using PIPES nuclear isolation buffer (20 mmol·L^–1^ PIPES, 85 mmol·L^–1^ KCl, 0.5% NP-40, 1 mmol·L^–1^ PMSF, supplemented with protease and phosphatase inhibitors (Sigma-Aldrich)). Nuclear pellets were lysed in RIPA buffer (50 mmol·L^–1^ Tris-HCl, 150 mmol·L^–1^ sodium chloride, 1% NP-40, 1% Na-deoxycholate, 0.1% SDS, 1 mmol·L^–1^ PMSF, supplemented with protease and phosphatase inhibitors). Total nuclear protein was quantified using the D_C_ Protein Assay (Bio-Rad, Hercules, CA) and resuspended in Laemmli Sample Buffer (Bio-Rad). Proteins were separated using SDS-PAGE and transferred to nitrocellulose membranes which were then probed with the indicated antibodies and scanned on an Odyssey CLx scanner (LI-COR Biosciences).

### RNA, RT-qPCR, and microarray analysis

Total RNA was isolated from cells with TRIzol (Invitrogen, Life Technologies). For RT-qPCR, RNA was reversed transcribed to cDNA using SuperScript III Reverse Transcriptase (Invitrogen). qPCR was performed using Taqman Master Mix (Roche, Basal, Switzerland) and Universal Probe Library probes and primers (Roche; Supplemental Table 6). Ribosomal *Rpl4* was used as the housekeeping gene and fold expression calculated using the 2^−∆∆Ct^ method.

Orthologous comparison of expression kinetics during human and mouse OC differentiation was performed using Affymetrix HGU133 and Mouse 430 Gene Chips, respectively (Affymetrix, Santa Clara, CA). Briefly, gene symbols were collapsed using the probeset value with highest mean signal. All gene symbols that represent the transcription cluster were collapsed into unique identifiers and their respective expression values were retained. In both human and mouse expression data only the genes that follow similar expression kinetics were retained and clustered over eight samples using centered *K*-means clustering.

Global analysis of differentially expressed transcriptome profiles between mouse OCs and MPs was performed using the Affymetrix Gene Chip Mouse Exon 1.0_ST (Affymetrix) using the Affymetrix Expression Console software, GSEA v2.0 was used to determine the enrichment of the C5 categories within the Molecular Signatures Database (MSigDB). Statistical significance in each case was determined using 1000 random permutations of each gene set. All genomic and large-scale microarray data have been submitted to the Gene Expression Omnibus (GEO).

### ChIP and high-throughput sequencing

ChIP experiments were performed as previously described.^20^ ChIP-Seq libraries were prepared using the TruSeq DNA Sample Prep Kit v2 (Illumina, San Diego, CA) and sequenced with an Illumina GA2X sequencer. Bowtie2 software^61^ was used to map the sequence reads to the *mm9* mouse genome. Peak calling, motif analysis, and identification of superenhancers were done with HOMER software.^62^ Global annotation of peaks with respect to TSS and gene body was performed with the R Bioconductor package ChIPseeker.^63^ Centered *K*-means clustering was performed using Cluster 3.0 and visualized using Java-Treeview program.^64^ Over layered ChIP-Seq peaks at noted loci were visualized using Genome browser in the Box (GBiB).^65^

### Digital radiography

Images were taken using the LX-60 Laboratory Radiography System (FaxitronBioptics, LLC, Tucson, AZ). Full skeleton images were taken of 4-week-old mice immediately after euthanasia. Skulls and hind limbs were dissected from mice at the ages indicated, soft tissue removed, formalin-fixed for 24 h, and stored in 70% ethanol prior to imaging. Radiographic densities of the femoral diaphysis and distal metaphysis in the mediolateral radiographic view were measured in Hounsfield units (HU) using imaging software (OsiriX, Geneva, Switzerland). HU values were then compared to those of a known BMD calibration phantom (mg·cm^–3^) after correcting for sample thickness (RATOC System Engineering Co, Tokyo, Japan). This allowed for calculation of relative BMDs.

### TRAP staining and bone histomorphometry

Femurs used for radiography were decalcified in 14% EDTA for 2 weeks, embedded in paraffin, and cut to 4 µm thick sagittal sections. Sections were stained for TRAP using a Leukocyte Acid Phosphatase kit (Sigma-Aldrich) to visualize OCs. Stained slides were scanned (Aperio ScanScope XT, Vista, CA) and OC number and surface and trabecular surface measured to calculate Oc.S/BS and Oc.N/BS (Aperio ImageScope software). For TRAP staining of OCs cultured from primary BMDMs or splenocytes, cells were grown on adherent plates in CSF1/ RANKL media for 5 days then fixed with 4% paraformaldehyde for 30 min at 4 °C. Fixed cells were then stained (Sigma-Aldrich). Total cell number and OC number was quantified using FIJI software.^66^ For all TRAP staining, OCs were defined as TRAP positive cells having three or more visible nuclei.

### OCP isolation, culture, and cytometric analysis

OCPs were isolated from either peripheral blood, BM, or spleens of 4–8-week-old mice as indicated. For mediation of myeloid-specific *Pu.1* deletion in mice possessing the *Csf1rTAMCre* allele, *Pu.1*^*fl/fl*^ *Csf1rTAMCre *+ mice and littermate *Pu.1*^*fl/fl*^ controls were injected with 7 daily injections of 1 mg tamoxifen/mouse/day. On day 8, tissues were harvested and processed for OCP sorting. OCPs from the BM were isolated by FACS and cultured for TRAP staining as previously described^29^ and PMNs (CD11b^hi^Ly6C^med^), PIMs (CD11b^med^Ly6C^hi^), MDPs (CD11b^neg^Ly6C^neg^), and OCPs (CD11b^−/lo^Ly6C^hi^) were characterized by flow cytometry using anti-mouse flow cytometry antibodies (CD11b [BD Pharmingen, San Jose, CA] and Ly6C [eBioscience, San Diego, CA]). Owing to the lack of BM space in *Pu.1*^*fl/fl*^ *CtskCre + *mice, spleens were used for OCP isolation. Spleens were mechanically digested, OCPs isolated by FACS as described above, and plated in CSF1/RANKL containing medium. At the indicated time points, cultured OCPs were stained for PU.1 expression by immunocytochemistry as previously described.^67^

To isolate OCPs from circulation, whole-peripheral blood was collected from the subclavian artery in PBS containing 50 mmol·L^–1^ EDTA. After red blood cell (RBC) lysis with ammonium chloride, cells were processed with the Mouse Monocyte Enrichment Kit (StemCell Technologies, Vancouver, Canada). Cells were labeled and sorted identical to the BM preparations; however, an alternative CD11b^-/lo^Ly6C^hi^CD115^+^ OCP signature was used (eBioscience). Flow sorting or FACS were performed on either a LSRII flow cytometer or a BD FACS Aria and analysis performed using FlowJo software (FlowJo LLC, Ashland, OR).

### Chromosome conformation capture (3C)

The 3C assay was performed as previously described.^68^ *Bgl*II was used for restriction enzyme digestion. Bacterial artificial chromosome RP24-215E4 (Children’s Hospital of Oakland Research Institute BacPac Resources, Oakland, CA) encompassing -27.5 kilobases to +147 kilobases from the TSS of *Nfatc1* was used as a positive control to prepare standards for chimeric products. For all 3C experiments, 1 × 10^7^ BMDMs cells were used. Only samples that had a restriction digestion efficiency of 70% and above were further processed. Primer and probe sequences are listed (Supplemental Table 6).

### Statistical analysis

All data points reported represent biological replicates and all in vitro and in vivo experiments were performed a minimum of three times to ensure reproducibility of results. A sample size of *n* = 3–4 was chosen for all comparisons with no prior sample size calculations. No animals or biological replicates were excluded from any analysis. Mice were randomly chosen after genotyping for in vitro and in vivo experiments and for all analyses using manual measurements (imaging and histomorphometry), the evaluator was blinded to sample identification.

Data are expressed as mean ± 1 standard deviation. Data distribution and variance were initially assessed. Non-normally distributed data and/or data with unequal variance underwent log10 transformation of which all data were then normally distributed and had equal variance. Therefore, parametric statistical comparisons were used for all analyses in the manuscript—comparisons between two groups were performed with an unpaired *t*-test and between three or more groups were made with a one-way ANOVA and Newman–Keuls post-hoc analysis. Statistical comparisons for gene expression and ChIP analyses were conducted using the ∆Ct values. All analyses were performed with Prism 7 (GraphPad Software, Inc., La Jolla, CA) and SigmaStat v3.5 (Systat Software, Inc.) with statistical significance established at *P* < 0.05. For all *t*-tests and ANOVAs, *t* and d*F* or *F* and d*F* values, respectively, are reported in Supplementary Table 7.

## Electronic supplementary material

Supplemental Figures and Tables

Supplemental_Tables.xlsx

# Supplementary material for: Enhancer variants reveal a conserved transcription factor network governed by PU.1 during osteoclast differentiation
**Source:** Bone Res. 2018 Mar 28;6:8. doi: 10.1038/s41413-018-0011-1
**Supplement:** Supplementary file 1 — Supplemental Figures and Tables

**Supplemental Methods/References, Figures, and Tables**

**Supplementary Methods. Bioinformatics analysis.**

1. **General processing of ChIP-Seq data from external resources.** All external ChIP-seq datasets were either downloaded from GEO omnibus or European nucleotide archive (See URLS section) as fastQ file format. We used Bowtie2^1^ software to align the external data to mm9 or hg19 version of the mouse and human genomes respectively. Peak calling, motif analysis and annotation to the nearest promoter or TSS was performed using Homer software suite^2^. Global annotation of peaks with respect to TSS and gene body was performed with R Bioconductor package, ChIPseeker^3^. For visualization of tag density plots, the tag density around selected regions were created using Homer suite, the centered K-means clustering was performed using cluster 3.0 package^4^ and visualized using Java-Treeview^5^ program. 

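A tag density plot of this kind takes the peak centers of one list, counts the tags of a library in small steps on either side of each center, and draws one row per peak. Clustering then sorts the rows so that loci with similar profiles lie together. A band of tags at the center of every row means that the library is enriched at the loci of the list, whether or not a peak was called there. The lists of peaks give one score per called peak and no profile around it, so an overlap of peaks counts only those loci at which both libraries passed the calling threshold.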

Visualization of multiple ChIP-Seq peaks at noted loci as a hub track was achieved by converting the tag density data in to a multiwig files using Homer suite and visualizing in Genome browser in the Box (GBiB)^6^.
2. **Identification of BMD-SNPs and associated top enriched processes**. The meta-analysis^7^ from GEFOS consortium with a p value cutoff of 0.05 was converted to hg19 coordinates using VCF-tools^8^. PU.1 as well as RUNX2 ChIP-Seq data with corresponding H3K27Ac data from the external resources were intersected using Bedtools^9^ software to identify PU.1/RUNX2 bound enhancers. Similarly, the BMD-SNPs intersecting PU.1 or RUNX2 bound enhancers were isolated. The gene symbols segregated by above filtering methods were utilized to evaluate the enriched processes using Metascape^10^ and or “Toppgene” web algorithms. The top networks were visualized and organized by Cytoscape 3 (see URLs section) software.
3. **Orthologous comparison of temporal expression during human and mouse OC differentiation**. Orthologous comparison of expression kinetics during human and mouse osteoclast differentiation was performed using Affymetrix HGU133 and Mouse 430 Gene Chips, respectively (Affymetrix, Santa Clara, CA). Briefly, the gene symbols were collapsed using the probeset value with highest mean signal. The all gene symbols that represent transcription cluster were collapsed in to unique identifiers and their respective expression values were retained. In both human and mouse expression data only the genes that follow similar expression kinetics were retained and clustered over eight samples using centered K means clustering.

**Supplementary References**

1. Langmead, B. & Salzberg, S.L. Fast gapped-read alignment with Bowtie 2. *Nat Methods* **9**, 357-359 (2012).

2. Heinz, S.*, et al.* Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Mol Cell* **38**, 576-589 (2010).

3. Yu, G., Wang, L.G. & He, Q.Y. ChIPseeker: an R/Bioconductor package for ChIP peak annotation, comparison and visualization. *Bioinformatics* **31**, 2382-2383 (2015).

4. de Hoon, M.J., Imoto, S., Nolan, J. & Miyano, S. Open source clustering software. *Bioinformatics* **20**, 1453-1454 (2004).

5. Saldanha, A.J. Java Treeview--extensible visualization of microarray data. *Bioinformatics* **20**, 3246-3248 (2004).

6. Haeussler, M.*, et al.* Navigating protected genomics data with UCSC Genome Browser in a Box. *Bioinformatics* **31**, 764-766 (2015).

7. Estrada, K.*, et al.* Genome-wide meta-analysis identifies 56 bone mineral density loci and reveals 14 loci associated with risk of fracture. *Nat Genet* **44**, 491-501 (2012).

8. Danecek, P.*, et al.* The variant call format and VCFtools. *Bioinformatics* **27**, 2156-2158 (2011).

9. Quinlan, A.R. BEDTools: The Swiss-Army Tool for Genome Feature Analysis. *Curr Protoc Bioinformatics* **47**, 11 12 11-34 (2014).

10. Tripathi, S.*, et al.* Meta- and Orthogonal Integration of Influenza "OMICs" Data Defines a Role for UBR4 in Virus Budding. *Cell Host Microbe* **18**, 723-735 (2015).

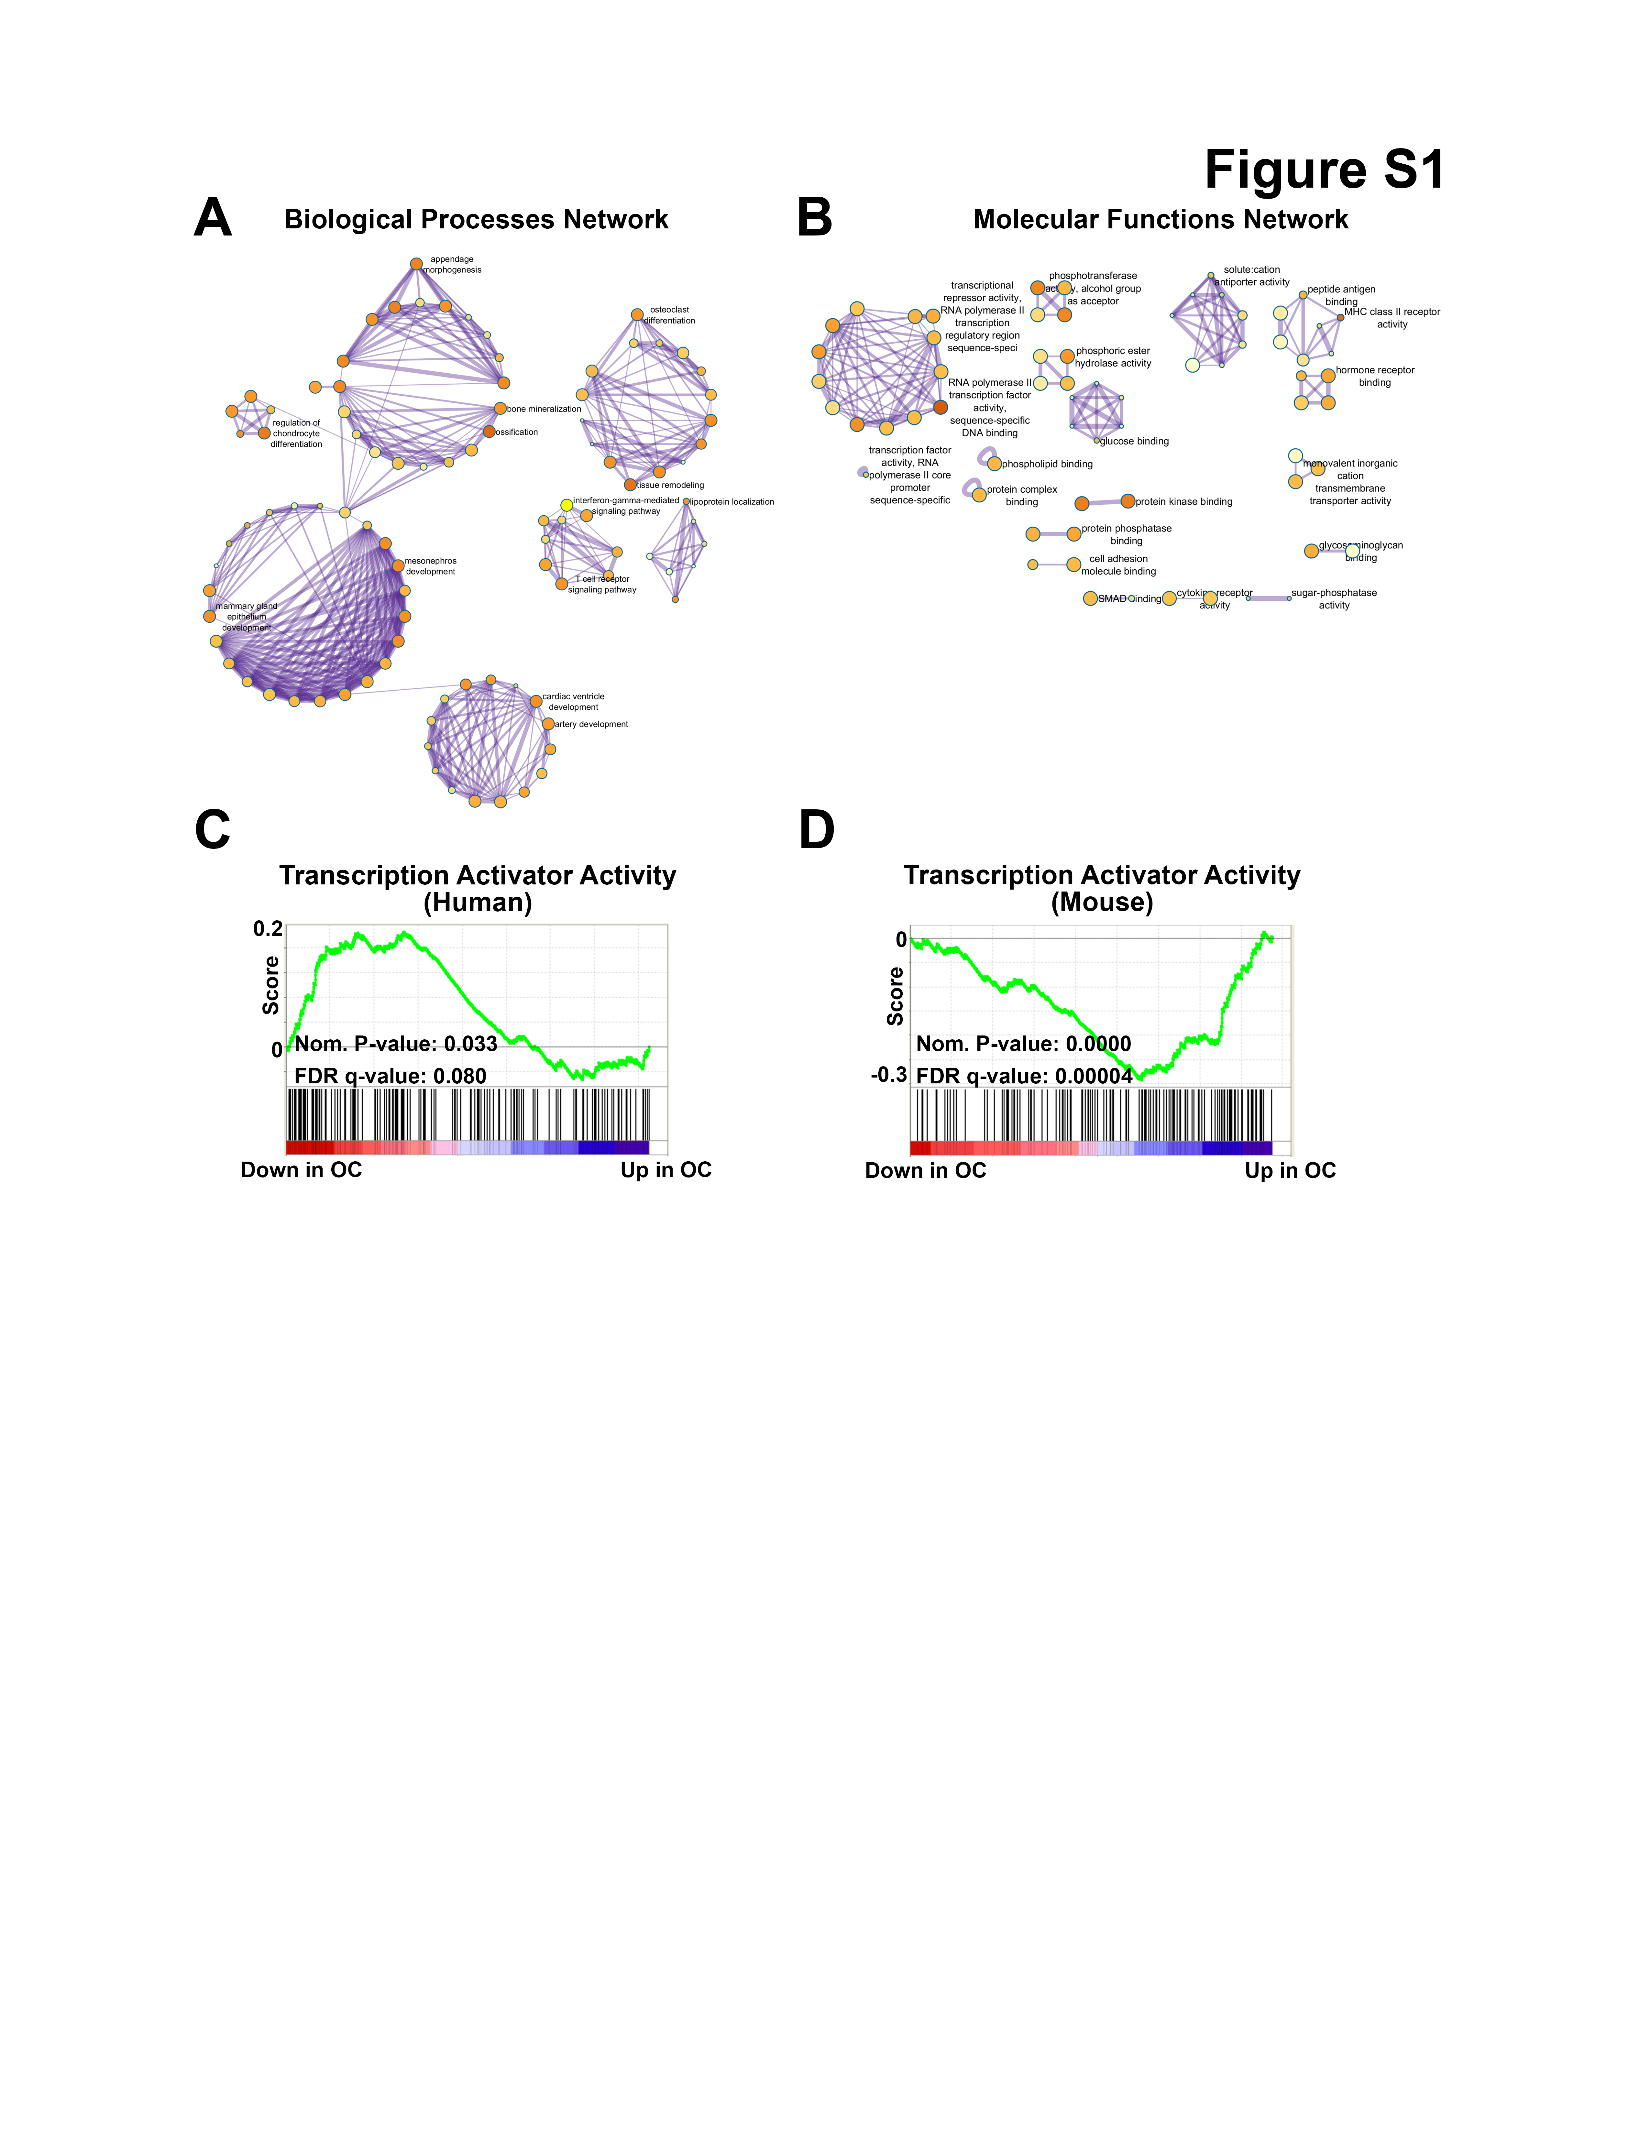
**Supplemental Figure 1:** (A) Network of biological processes enriched in PU.1 BMD-SNP genes. (B) Network of molecular functions enriched in PU.1 BMD-SNP genes. (C) GSEA analysis of molecular function from human OC differentiation kinetics. (D) GSEA analysis of molecular function from mouse OC differentiation kinetics.

**Supplemental Figure 2:** (A) Genotyping PCR to amplify the *Pu.1^KO^* allele in DNA extracted from *in vitro* differentiated OCs from *Pu.1^fl/fl^*;*CtskCre+* and *Pu.1^fl/fl^* control spleens. (B) Representative immunofluorescence images and quantification of PU.1 nuclear fluorescence during the course of OC differentiation from CD11b^-/lo^Ly6C^hi^ OCPs from *Pu.1^fl/fl^*;*CtskCre+* spleens. Scale bars = 20 μm. (C) Representative dorsoventral whole body images of 4 week old male littermate *Pu.1^fl/fl^*;*CtskCre+* (*Pu.1^ΔOC/ΔOC^*) mice and *Pu.1^fl/fl^* controls. Image is representative of n=3 pairs. (D) Representative ventrodorsal whole skeleton digital radiographs of 8 day old littermate *Pu.1^ΔOC/ΔOC^* mice and *Pu.1^fl/fl^* controls. Image is representative of n=3 pairs. Scale bar = 10 mm. (E) Representative ventrodorsal images of the heads of 4 week old male littermate *Pu.1^ΔOC/ΔOC^* mice and *Pu.1^fl/fl^* controls. Image is representative of n=3 pairs. (F) Representative images and quantification of TRAP positive multinuclear cells (MNCs; > 3 nuclei/cell) of *in vitro* differentiated OCs from *Pu.1^ΔOC/ΔOC^* and *Pu.1^fl/fl^* spleens (n=3)*.* (G) Timeline of tamoxifen induction of myeloid-specific *Pu.1* deletion and blood and bone marrow (BM) harvest for flow cytometry and FACS. (H) Western blot of nuclear extracts from BMMs confirming *Pu.1* deletion (*Pu.1 ^ΔMP/ΔMP^*) upon *Csf1rTAMCre* activation (n=3). Nuclear LAMIN B is the loading control. (I) Genotyping PCR to amplify the *Pu.1^fl^*, *Pu.1^WT^* , and *Pu.1^KO^* alleles in DNA extracted from tail biopsies, BM, and BMMs from *Pu.1^fl/fl^;Csf1rTAMCre+* mice and *Pu.1^fl/+^* controls. Mice were given seven daily intraperitoneal injections of 1 mg tamoxifen before harvest. BMMs were also treated *in vitro* with 4-OHT for three days prior to harvest. Water only control PCR is labelled ‘W’. (J) Quantification of the CD11b^-/lo^Ly6C^hi^CD115^+^ OCP population in the blood of 6-8 week old *Pu.1^ΔMP/ΔMP^* mice and *Pu.1^fl/fl^* controls (n=3). (K) Quantification of common monocyte dendritic cell precursors (MDPs), granulocytes (PMNs), and pro-inflammatory monocytes (PIMs) from the BM of 6-8 week old *Pu.1^ΔMP/ΔMP^* mice and *Pu.1^fl/fl^* controls (n=4).

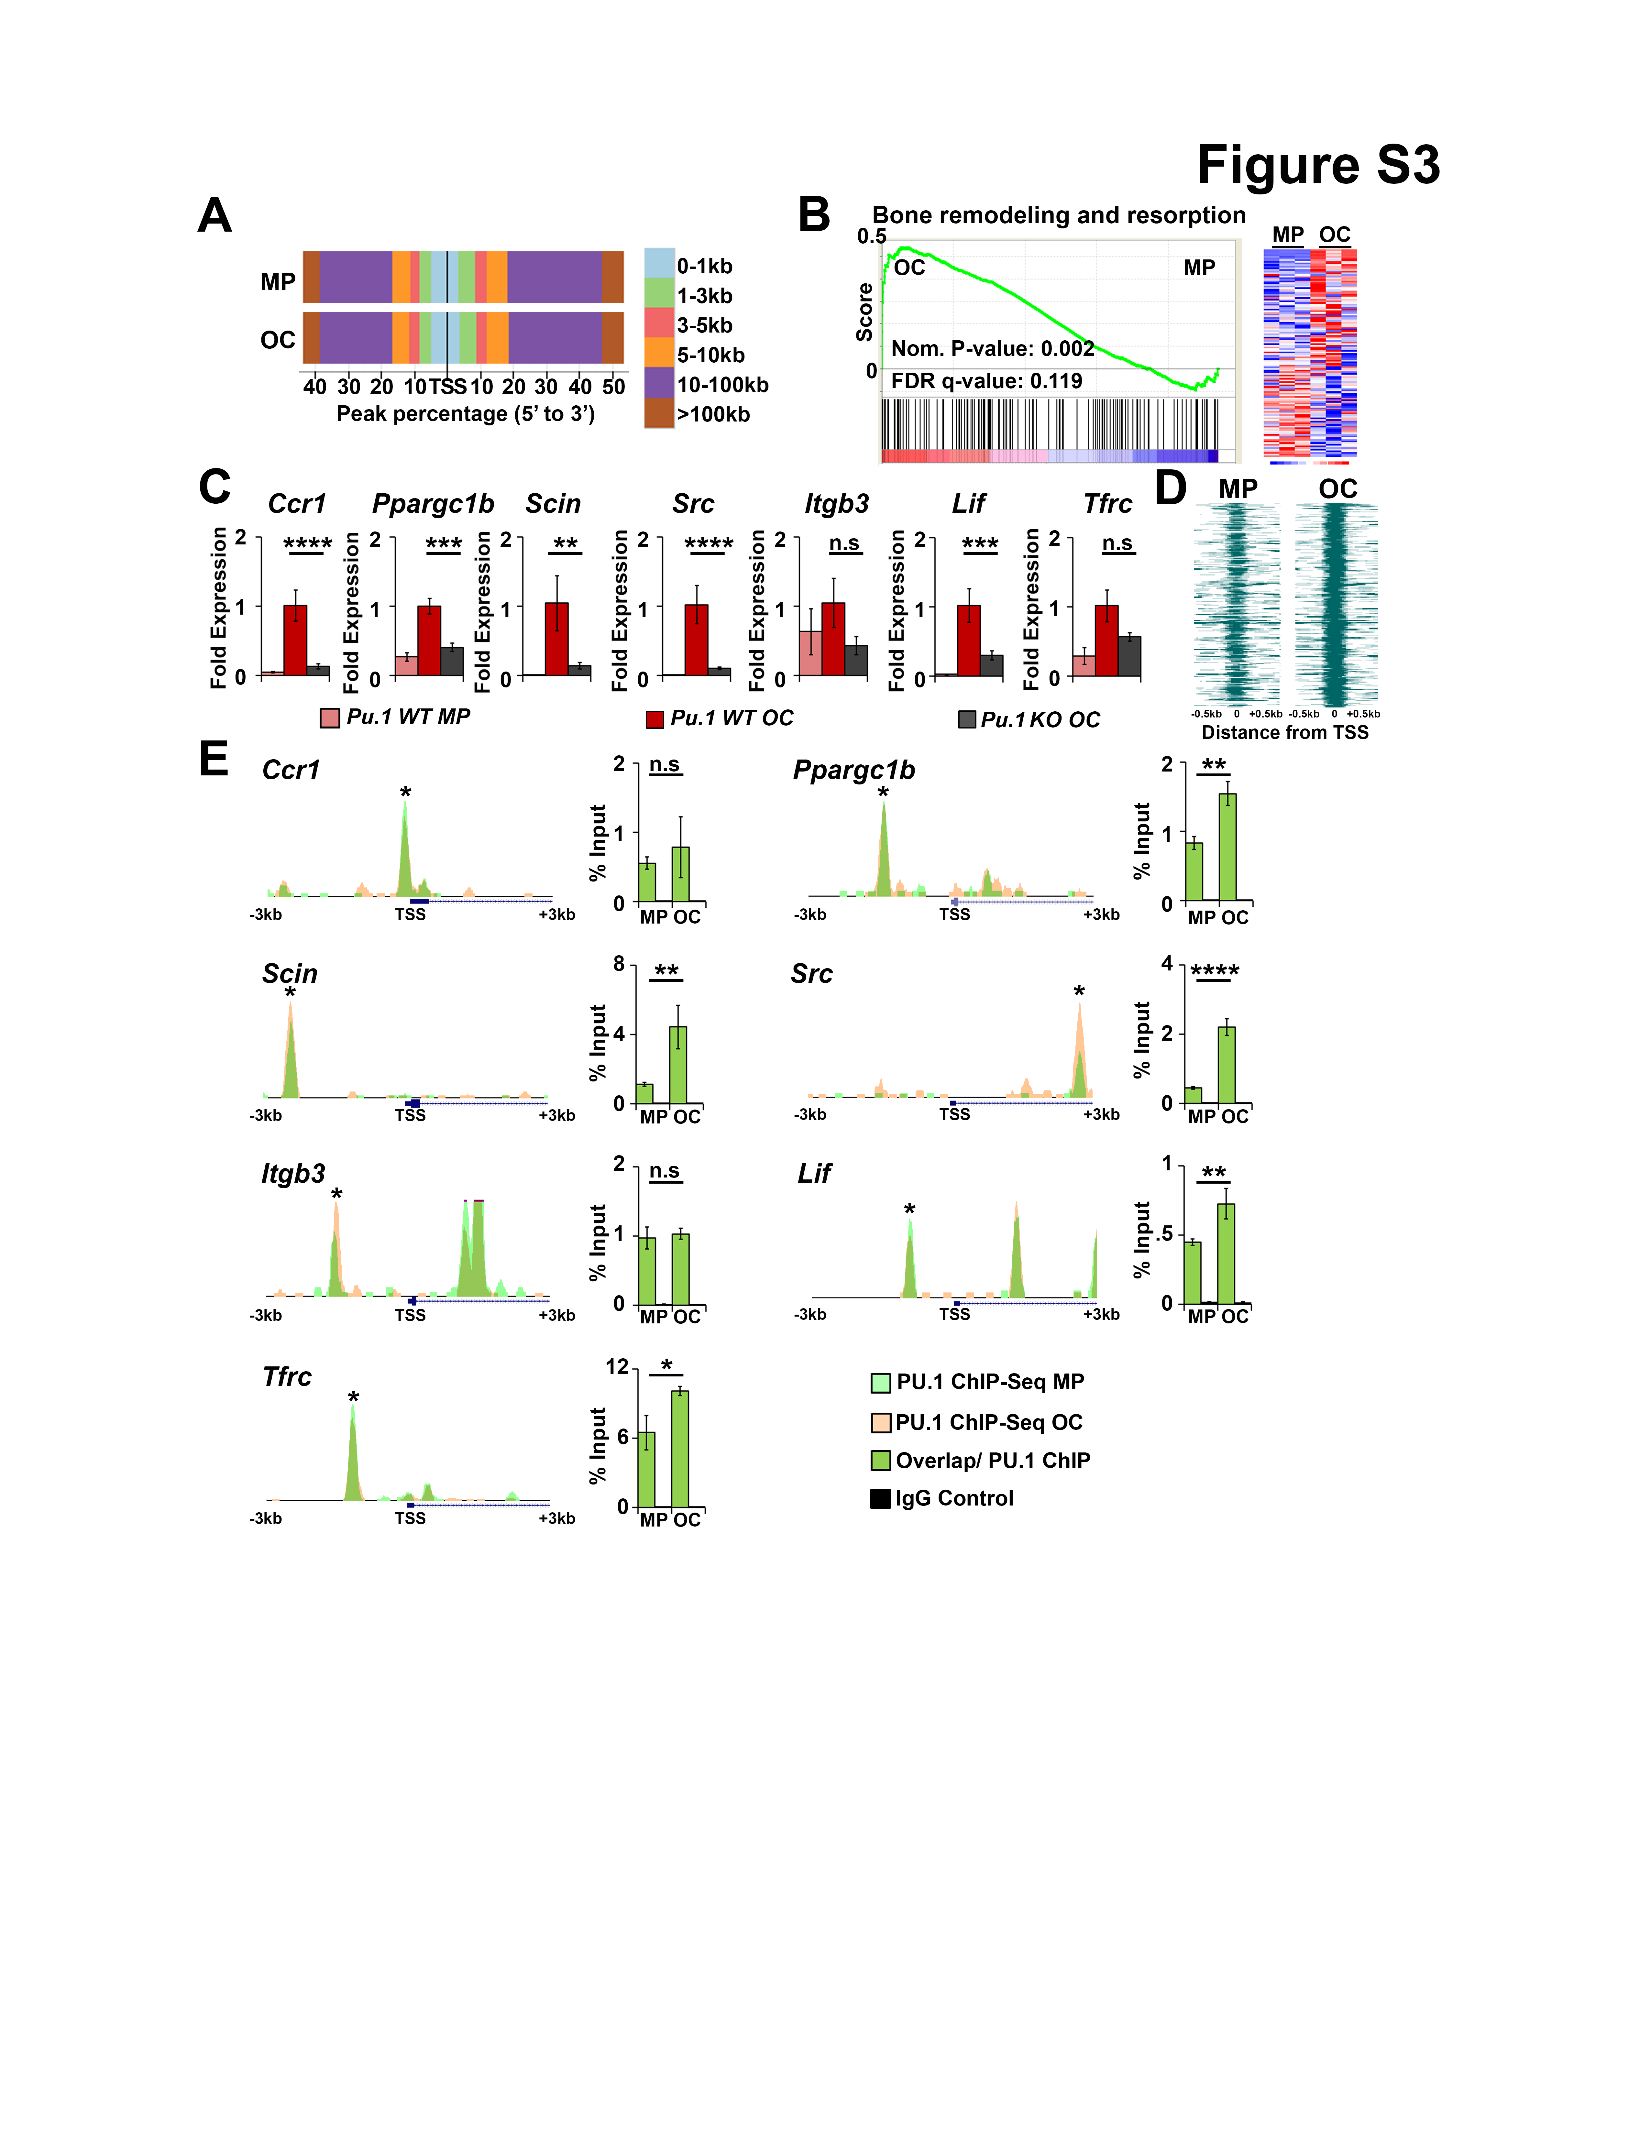
**Supplemental Figure 3:** (A) Distribution of PU.1 peak distances from known TSSs. (B) GSEA plot of a bone remodeling and resorption gene set significantly enriched in genes with PU.1 OC peaks using our MP and OC microarray data (n=3). Heatmap (right) indicating MP and OC expression of genes in the gene list. (C) RT-qPCR analysis of genes on the bone remodeling and resorption GSEA gene list involved in OC function. Gene expression is shown for WT MPs and OCs and *Pu.1 KO* OCs (n=3). (D) Treeview plot of PU.1 MP and OC tags ± 500 base pairs from the TSSs of all genes on the GSEA list. (E) Depiction of MP and OC PU.1 ChIP-Seq peaks ± 3 kb from the TSS of 7 genes on the GSEA list*.* Conventional ChIP validation of PU.1 binding to the starred sites is shown (bar graphs, n=3).

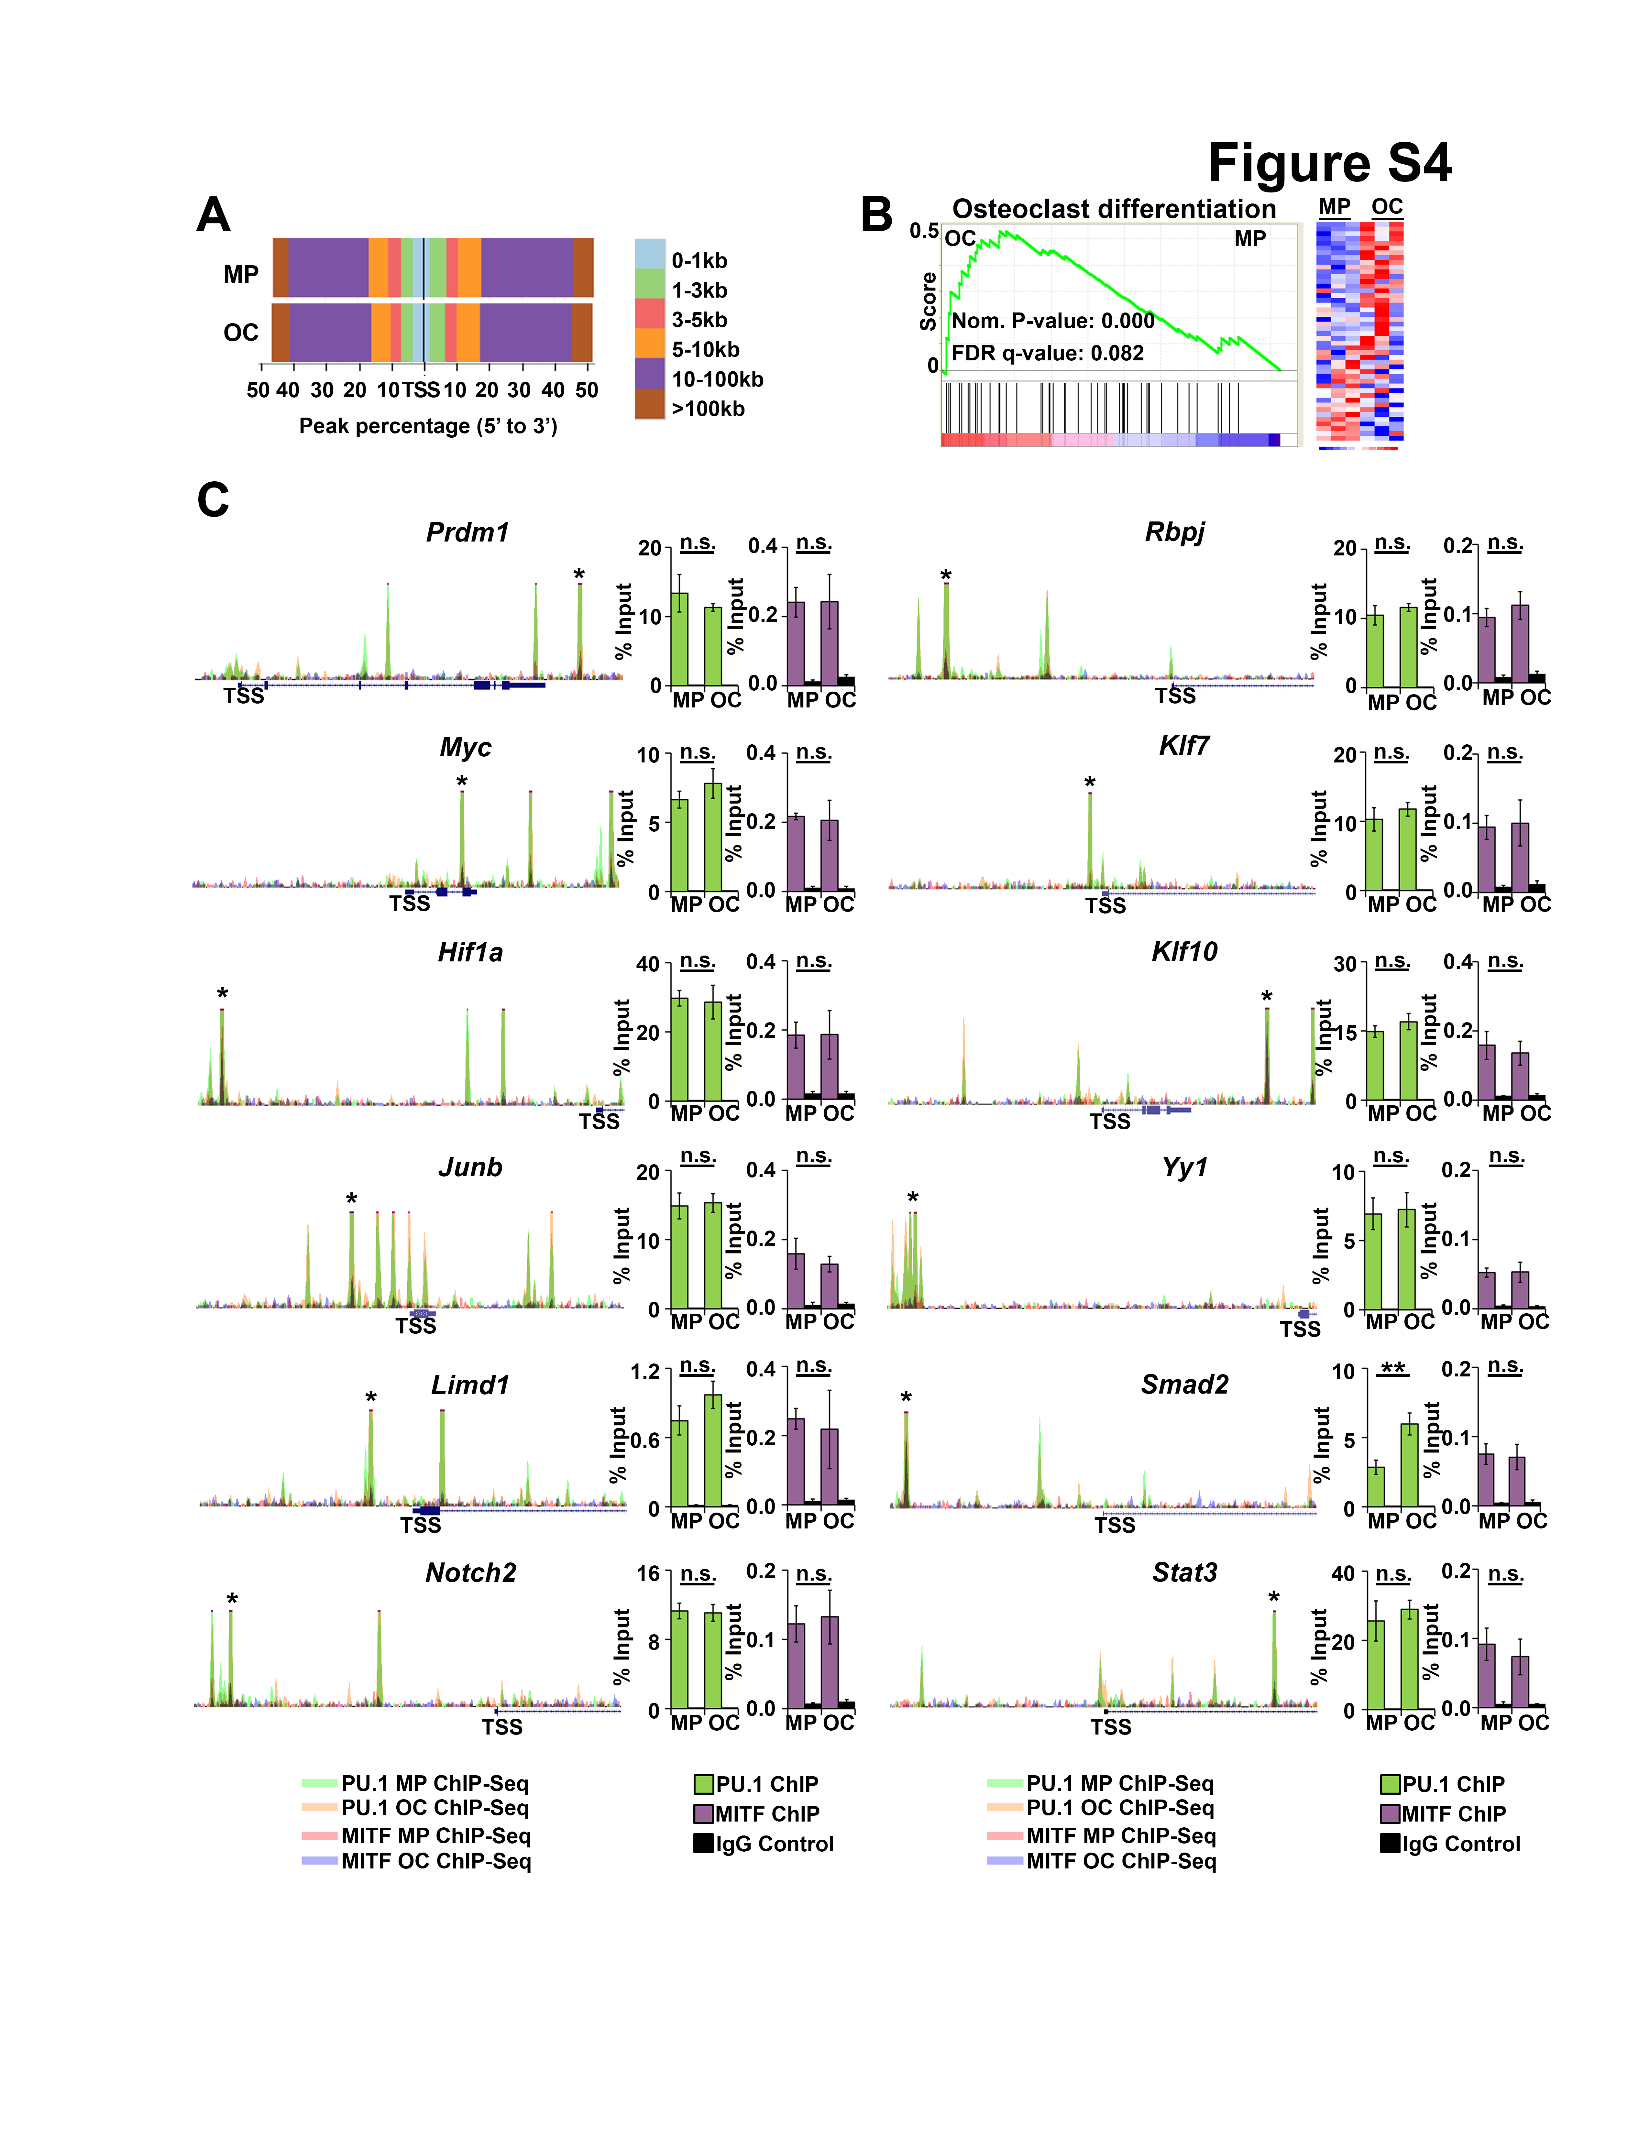
**Supplemental Figure 4:** (A) Distribution of MITF peak distances from known TSSs. (B) GSEA plot of an OC differentiation gene set significantly enriched in genes with PU.1/MITF overlapping OC peaks using our MP and OC microarray data (n=3). Heatmap (right) indicating MP and OC expression of genes in the gene list. (C) Depiction of MP and OC PU.1 and MITF ChIP-Seq peaks at 12 more TF loci with roles in OC differentiation from the GSEA list. Each trace is 30 kb wide and the TSS is located as indicated. Conventional ChIP validation of PU.1 and MITF binding to the starred sites is shown (bar graphs, n=3).

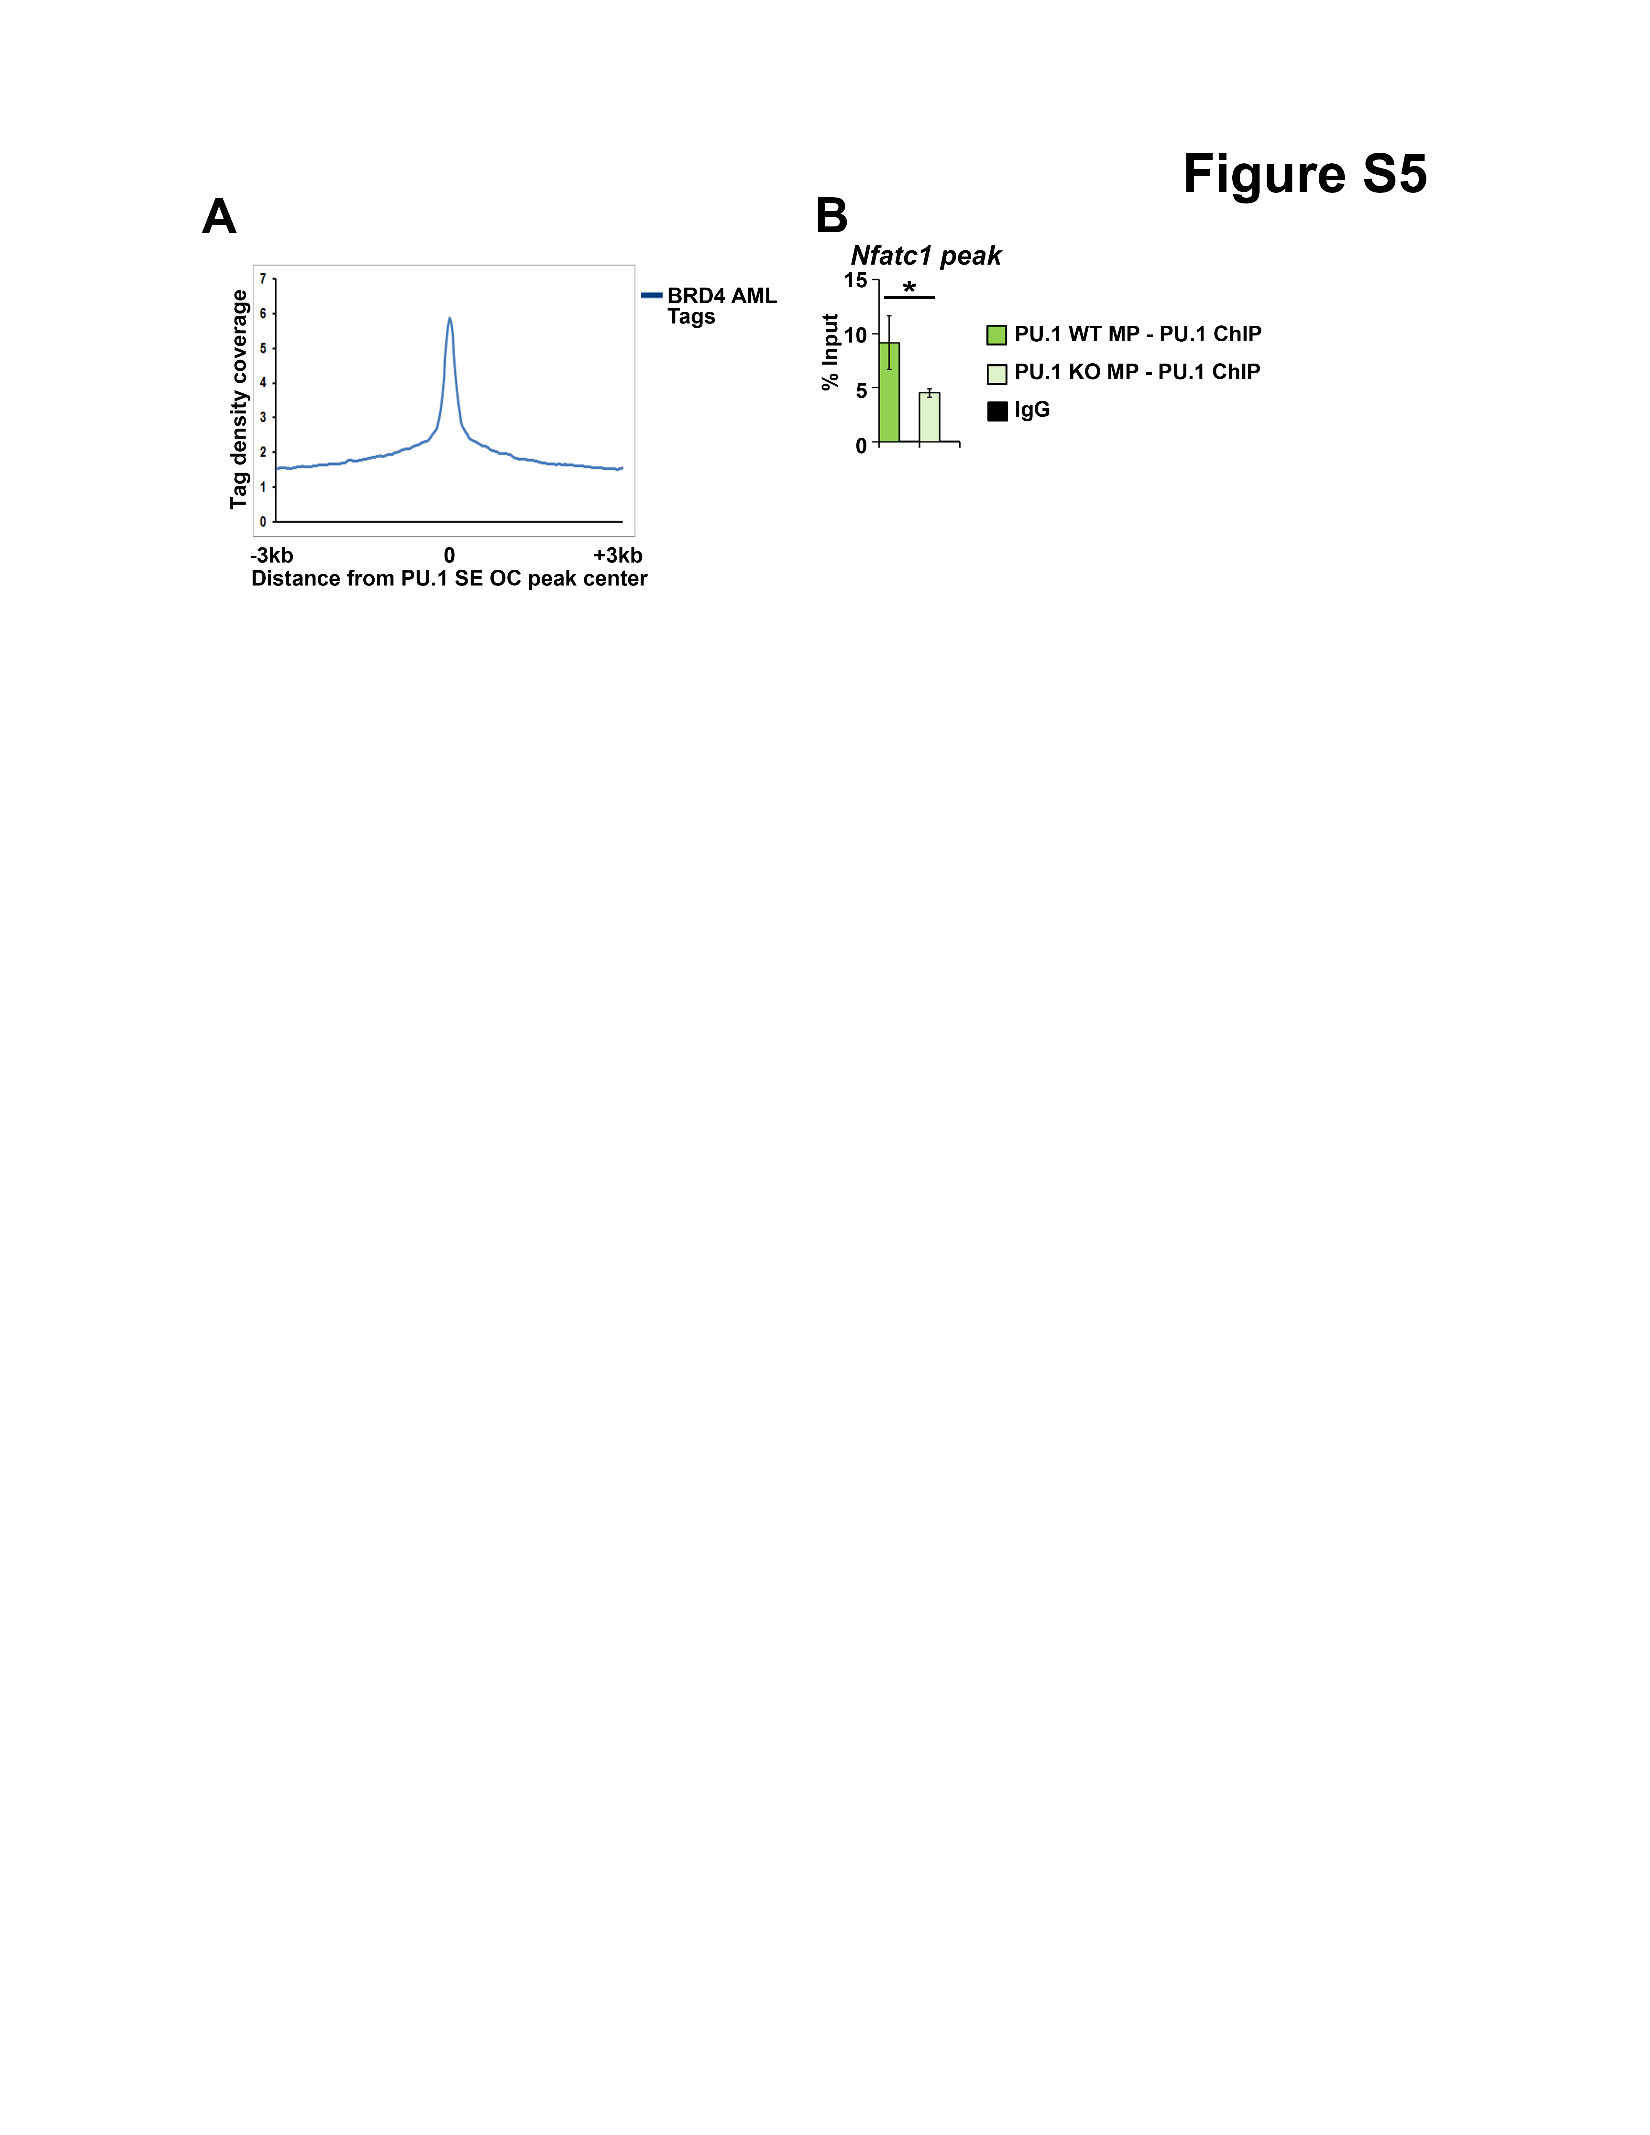
**Supplemental Figure 5:** (A) ChIP-Seq tag density coverage of murine AML BRD4 (blue) ± 3 kb from PU.1 superenhancer OC peak centers. (B) Conventional ChIP of PU.1 binding to the *Nfatc1* peak starred in Figure 4A in WT and *Pu.1 KO* MPs (n=3).

**Supplemental Table 1:** Unique RUNX2-Enh-BMD-SNPs and PU.1-Enh-BMD-SNPs from the six groups in the GEFOS consortium (See attached Excel file).

**Supplemental Table 2:** Annotated MITF and PU.1 ChIP-Seq peaks from murine myeloid precursors and osteoclasts (See attached Excel file).

**Supplemental Table 3:** Microarray data and GSEA analysis results from this study (See attached Excel file).

**Supplemental Table 4:** Biological processes enriched in PU.1-occupied loci by GSEA (This document, below).

| **RANK** | **Biological Process** | **ES^a^** | **NES^b^** | **NOM p-val^c^** | **FDR q-val^d^** |
| --- | --- | --- | --- | --- | --- |
| 1 | BONE_RESORPTION | 0.79 | 2.18 | 0 | 0.001 |
| 2 | OSTEOCLAST_DIFFERENTIATION | 0.62 | 2.07 | 0 | 0.004 |
| 3 | MYELOID_CELL_DIFFERENTIATION | 0.72 | 1.85 | 0.004 | 0.15 |
| 4 | BONE_REMODELING_&_RESORPTION | 0.54 | 1.85 | 0.002 | 0.119 |
| 5 | TOLL-LIKE_RECEPTOR_4_SIGNALING_PATHWAY | 0.57 | 1.83 | 0.002 | 0.127 |

**^a^**Enrichment Score, **^b^**Normalized Enrichment Score, **^c^**Nominal p-value, **^d^**False Discovery Rate q-value

**Supplemental Table 5:** Superenhancers marked by PU.1 in OCs (See attached Excel file).

**Supplemental Table 6:** List of oligonucleotides used in the study (This document, below).

**Supplemental Table 7:** Statistical justification (See attached Excel file).

**Supplemental Table 8:** External datasets and accession numbers used in this study (This document, below).

| Sample | Accession | Genome |
| --- | --- | --- |
| Human PBMC Control IgG | GSM785497 | hg19 |
| Human PBMC PU.1 | GSM785495 | hg19 |
| Human PBMC H3K27Ac | GSM785494 | hg19 |
| Human macrophage PU.1 | GSM785501 | hg19 |
| Human monocyte H3K27Ac | GSM785494 | hg19 |
| Human macrophage H3K27Ac | GSM785500 | hg19 |
| Human iMSC RUNX2 | ERR329086 | hg19 |
| Human iMSC H3K27Ac | ERR329095 | hg19 |
| Mouse BMDM H3K4me3 | GSM1000065 | mm9 |
| Mouse BMDM H3K4me1 | GSM1000066 | mm9 |
| Mouse BMDM Input | GSM1000206 | mm9 |
| Mouse BMDM H3K27Ac | GSM1000074 | mm9 |
| Mouse MITF Mast cells | GSM1167584 | mm9 |
| Mouse MLL PU.1 | GSM1614785 | mm9 |
| Mouse MLL BRD4 | GSM1614770 | mm9 |

How the deposited data were processed for this re-analysis (not part of the article)

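PU.1 and MITF binding in mouse bone marrow cells was measured by ChIP-Seq in 7 libraries, 1 per condition and none with a replicate. PU.1 and MITF were each precipitated from MPs (CSF1 only), from cells after 36 h of RANKL and from OCs (72 h of RANKL), and non-specific IgG was precipitated from MPs. Samples were assigned to these conditions by their labels. The comparisons of the paper use MPs and OCs, and the 36 h libraries, on which the paper does not report, were compared separately.

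The authors mapped the reads with Bowtie2 to mm9, called peaks with HOMER and deposited 1 list of peaks per library, in which the score is the number of tags in the peak scaled by HOMER to a common library size. The versions and the settings of peak calling are not stated. The lists also give the nearest RefSeq transcript of each peak, added by the authors with HOMER. No reads or tag positions were analysed here, so no peak was called again and no input was subtracted. Peaks of the MITF 36 h list are 150 to 1387 bp wide. Those of the MITF MP and MITF OC lists are all 150 bp wide. The MITF 36 h list may thus have been called with other settings.

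Scores in each list were whole multiples of 1 value to within 0.0501, and dividing by this value gave the tags per peak. With HOMER's default scale of 10000000 tags, which is assumed, the implied library sizes were 5860000 tags for PU.1 MP, 6770000 for PU.1 36 h, 6810000 for PU.1 OC, 3120000 for IgG MP, 9630000 for MITF MP, 10270000 for MITF 36 h and 8760000 for MITF OC. Peaks held 32.04%, 27.60% and 30.77% of the tags in the PU.1 libraries, 0.1853% in the IgG library, and 0.8323%, 1.196% and 0.6567% in the MITF libraries. The lowest peak of a list had between 6 tags (PU.1 MP) and 10 tags (MITF 36 h), and this is the smallest signal the lists can show.

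Peaks of different lists were matched by an overlap of at least 1 bp, and shares were given 95% Wilson confidence intervals. Chance overlap was estimated from 1000 circular shifts of the peaks of each chromosome by a common random distance. The shifts can place peaks in assembly gaps. The smallest p is 0.000999 in one direction and 0.002 in both. Tags at overlapping peaks of MPs and OCs were compared by an exact binomial test, conditional on their sum, against the median ratio of all pairs, with Benjamini-Hochberg adjustment. A pair was called changed at an adjusted p under 0.05 with at least a 2-fold change, and the test covers sampling noise only. Noise was also drawn 100 times with the tags of each pair fixed.

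Distances to the nearest TSS and classes (exon, intron, intergenic) were computed at the peak center on the GENCODE annotation of mm9, for chromosomes 1 to 19, X and Y. Gene sets were formed from the RefSeq transcripts of the lists. Protein-coding genes were taken from GENCODE. Superenhancers were made by stitching PU.1 OC peaks at the default distance of HOMER's superenhancer mode, ranking the regions by summed score and cutting where the scaled curve passed a slope of 1. Named genes were those the paper names for a PU.1 or MITF ChIP-Seq peak, and for unnamed sites the 5 highest peaks of a library, the 5 highest superenhancers and the 5 largest changes each way. ChIP-qPCR and 3C primers of the supplement were matched to mm9, and the 3C primers +T4 and -T4 had no match. A peak was assigned to an amplified segment within 250 bp. This limit was chosen after the positions had been seen, and counts of direct overlaps are given beside it. Motifs were searched on both strands within 100 bp of the peak center and compared by Mantel-Haenszel odds ratios over PU.1 tags or 5 strata of GC content, or by Fisher's exact test. The rank correlation of scores was tested with 100000 permutations.

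The tests, the main settings, the rule for named genes and all alternatives except those said to have been added later were fixed before the processed files arrived. The alternatives were a score threshold of 2 times the lowest score, centers within 100 bp, a reciprocal overlap of 50%, lists cut to equal numbers of peaks, removal of peaks that overlap an IgG peak, main chromosomes only, merged peaks, narrower windows, protein-coding genes only, and other ways to stitch and rank superenhancers. Nearest GENCODE genes in place of RefSeq transcripts, and the counts of superenhancer peaks with their alternatives, were added after the files had been seen.

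Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9, and samtools 1.23.1 read the genome. The number of overlapping peaks was compared with that from bedtools 2.31.1 for 42 ordered pairs of libraries, and the totals differed by 0. Single peaks were not compared. On simulated tags 196 of 200 peaks with a 4-fold change and a mean of at least 30 tags were recovered. In the same simulation 2 unchanged peaks were called. This does not give the recovery at the 2-fold limit or at peaks with fewer tags. Of 20 random peak sets 0 had a p under 0.05, 300 peaks annotated by brute force gave 0 differences, and 40 of 40 simulated clusters lay above the superenhancer cut.

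The files of this series hold ChIP-Seq of mouse cells only. Expression arrays, ChIP-qPCR, 3C, histone mark and human data, and the mouse phenotypes were not analysed. Supplemental Table 5 could not be read, so the superenhancers of the paper were not compared region by region.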

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

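PU.1 and MITF peaks after 36 h of RANKL were flagged because the paper does not report on this time point and both libraries held more peaks than the IgG library. The PU.1 36 h list held 71941 peaks and the MITF 36 h list 3540, against 349 in the IgG MP list, each from 1 library. No IgG library was made at 36 h, so the level of the control is that of MPs. Of the PU.1 36 h peaks, 51652 overlapped PU.1 peaks in both MPs and OCs, or 71.80% (95% CI 71.47 to 72.13) against 0.78% after random shifts (permutation p = 0.000999, the smallest possible). The 9240 PU.1 peaks found only at 36 h had a median score of 11.8, against 32.5 for the peaks found at all 3 time points. Of the MITF 36 h peaks, 3322 overlapped a PU.1 36 h peak, or 93.84% (95% CI 93.00 to 94.59), and 2005 were present in all 3 MITF lists.

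A technical explanation, that these are regions any antibody recovers, was tested by the share of PU.1 36 h peaks that overlap an IgG peak. It was 0.0056%, or 4 peaks. The lowest IgG score of 22.4 was only just below the median PU.1 36 h score of 23.7. An IgG peak with a score under 22.4 could not have been shown, and one of the median score lay close to this limit. The prediction for this test was written after the overlap had been seen. The 5 highest IgG peaks, with scores from 407 to 695.4, were in none of the PU.1 lists. The settings of peak calling are not stated, so regions that IgG recovers may have been left out when the lists were made. The low overlap therefore cannot exclude such regions, even for PU.1 36 h peaks with scores clearly above 22.4. For the lower peaks the IgG library was also too shallow to tell. The median width of peaks differs between the lists, at 190 bp for PU.1 36 h and 150 bp for PU.1 MP and OC. The calling settings may therefore differ as well, and this could not be tested without the tags. A biological reading, that PU.1 stays at most of its loci throughout the RANKL response, remains a hypothesis that rests on 1 library.

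The MITF 36 h list differed from the other MITF lists at its top. Its highest peak, on chromosome 17 from 39982042 to 39983254 with a score of 1012.3 (1040 tags) and 3124 bp from the TSS of AY036118, was in no other list. The next, on chromosome 17 from 39980392 to 39981216 with a score of 958.8, overlapped peaks of the IgG list and of all PU.1 lists but of neither other MITF list. Recovery by any antibody was tested on the whole list, and 7 of 3540 MITF 36 h peaks overlapped an IgG peak, against 1 of 9856 in the MITF MP and OC lists together (Fisher's exact test p = 0.000551). This prediction, too, was written after the peaks had been seen. Background that IgG also recovers is thus a candidate explanation for a few of the MITF 36 h peaks and leaves the great majority unexplained. Wider peaks in this list also give more chances of an overlap, which was not tested apart from it. A biological explanation for the peaks on chromosome 17 was not tested.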

How the results depend on the processing

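Each of 26 results was recomputed under alternatives that change one choice at a time, which gave 104 rows. No result reversed or crossed the limit of its test, though the balance of gained and lost PU.1 pairs did turn, as given below. In 11 results every alternative left the result in place, 15 results had at least 1 value that moved, and 12 of the 23 moved rows came from the stricter score threshold. A result with a test was judged by its direction and its side of the limit of the test, a value without a test by the 95% confidence interval of the main value, and a count by 1.5 times the main count.

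The 8 shares of overlapping peaks stayed above random placement in all 43 rows (permutation p = 0.000999 each, the smallest possible), and were judged by this test alone. Their size did change, and under the stricter score threshold 7 of the 8 lay outside the confidence interval of the main value. The share of PU.1 OC peaks with an MP peak ranged from 76.88% to 82.93%, that of MP peaks with an OC peak from 77.71% to 83.79%, and that of MITF OC peaks with PU.1 from 92.60% to 98.92%. The share of PU.1 OC peaks with MITF ranged from 2.05% to 5.38%, that of MITF MP peaks with PU.1 from 97.23% to 99.50%, and that of MITF OC peaks with a MITF MP peak from 63.65% to 71.83%. At 36 h the ranges were 69.37% to 79.40% for PU.1 and 92.77% to 94.75% for MITF. Every alternative gave more changed PU.1 pairs than the main 94, from 96 to 113, and the stricter threshold turned 41 higher and 53 lower in OCs into 57 higher and 47 lower. Changed MITF pairs stayed at 0. The rank correlation of MITF and PU.1 scores went from 0.546 to 0.4859.

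Peak numbers depend on the threshold. With peaks of at least 2 times the lowest score of their list, 44377 remained for PU.1 MP, 40716 for PU.1 36 h, 44841 for PU.1 OC, 112 for IgG MP, 1192 for MITF MP, 2142 for MITF 36 h and 930 for MITF OC. Many peaks of each list lie close to its calling threshold. Those of the MITF MP and MITF OC lists do so most, with a median of 10 tags in OCs. The MITF 36 h list does not share this, with 2142 of its 3540 peaks kept. Only 0.8323% of the MITF MP tags and 0.6567% of the MITF OC tags lay in peaks, and this low share limits the MITF lists. Removing peaks that overlap an IgG peak leaves none of the IgG list, so that row was not made. No replicate exists to be left out.

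With protein-coding genes only, 46.16% of PU.1 OC peaks lay 10 to 100 kb from a TSS and 93.63% in introns or intergenic sequence, since fewer TSSs and exons are annotated. The stricter threshold gave 93.18% in introns or intergenic sequence. The share of genes common to MPs and OCs was 89.09% with protein-coding genes only, 88.11% under the stricter threshold, and 85.41% with nearest GENCODE genes of any type, which was added after the data had been seen. The GENCODE set is larger, and its genes are thus nearest to fewer peaks each.

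Stitching within 5000 bp gave 3935 superenhancers, and the lowest summed score above the cut fell from 296.8 to 173.2. Whether the higher number comes from broken clusters or from the lower cut was not tested. The shares of superenhancer peaks and all their alternatives were chosen after the data had been seen. The share with an MP peak was 88.36% with stitching within 5000 bp, 81.22% when ranked by number of peaks and 87.18% under the stricter threshold. The share in introns or intergenic sequence was 94.17%, 93.05% and 94.20% under the same settings in turn. Within 1000 bp of the TSS 3 of the genes of OC function had a PU.1 peak in both MPs and OCs, and within 10000 bp 4 of the TF genes had a co-bound peak in both, because the peaks lie farther out. Under the stricter threshold 6 TF genes had one, since most MITF peaks fall below it.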

Differences from the paper's values

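The paper states nearly 700 PU.1 superenhancers in OCs, and stitching and ranking the PU.1 OC peaks gave 2333. None of the alternatives set before the files arrived closed the gap to the paper's 700. Stitching within 5000 bp gave 3935, ranking by number of peaks 2178, the stricter score threshold 2012, and removal of peaks that overlap an IgG peak 2333.

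The other values the paper states for a measure computed here were closer. The paper's number of co-bound peaks in OCs is 4140, and an overlap of at least 1 bp gave 4145. With centers within 100 bp the number was 4140, with 303 MITF peaks and 72932 PU.1 peaks left over. For the paper's 77000 PU.1 OC loci the list held 77072, and for its 90% of genes shared the value was 89.68%. The paper's 18 TFs compare with 13 that had a co-bound peak within 35 kb in both MPs and OCs, and with 17 that had one in either. Within 10000 bp there were 4 and under the stricter score threshold 6. Values read by eye were about 58% of PU.1 OC peaks in genes and about 42% outside in Fig. 3a, against 57.51% and 42.49%. Supplemental Figure 3A shows about 50% of PU.1 OC peaks 10 to 100 kb from a TSS, against 44.79%. In Fig. 3d about 780 genes in MPs only and about 960 in OCs only, read by eye, compare with 755 and 939. With nearest GENCODE genes, chosen after seeing the values, these were 1491 and 1750. In Fig. 3h and Supplemental Figure 3E about 10 genes show PU.1 peaks within 3 kb of the TSS, against 10.

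The paper names Irf8 among the targets of both PU.1 and MITF. Within 35 kb of its TSS a co-bound peak was found in MPs, with a PU.1 score of 185.9, and none in OCs. At its ChIP-qPCR segment no MITF peak lay within 250 bp in MPs or OCs. For all 18 TFs the paper reports MITF binding, and MITF peaks lay near 15 of the 18 segments in MPs or OCs and not near those of Irf8, Klf7 and Myc. At 36 h a MITF peak with a score of 9.7 lay 12 bp from the Irf8 segment, and another with a score of 9.7 overlapped the Klf7 segment. The MITF 36 h list had a peak near 14 of the 18 segments. It had none near those of Nfatc1, Prdm1, Notch2 and Myc. Within 35 kb of the Irf8 TSS the MITF 36 h list held 2 peaks, the higher with a score of 23.4. For the highest class of TSS distance the paper names 10 to 100 kb, which was also the largest here.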

Other observations

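Nearly all MITF OC peaks lay in PU.1 OC peaks, and 3 explanations for this were tested with predictions written beforehand. Chance placement gave an overlap of 0.9224% against the observed 93.29%, so chance does not account for it. Regions that any antibody recovers would overlap IgG peaks, and 0% of the MITF OC peaks did. The lowest IgG score of 22.4 is above the median MITF OC score of 11.4, however, so the test cannot tell for the list as a whole, by the rule written beforehand. A cut chosen after the data had been seen kept the 527 MITF OC peaks at or above the lowest IgG score. Of these, 522 lay in a PU.1 peak and 0 in an IgG peak (upper 95% limit 0.7237%). The 5 highest IgG peaks, with scores from 407 to 695.4, were in none of the PU.1 or MITF lists. The settings of peak calling are not stated, so regions that IgG recovers may have been left out when the lists were made. The overlap of 0 therefore cannot exclude such regions, even at these 527 peaks. For the other 88.14% of the MITF OC peaks the IgG library was also too shallow, and their overlap cannot be told apart from such regions. The IgG library came from MPs. If MITF bound its own motif at these loci, E-boxes (CACGTG or CATGTG) would be more frequent in co-bound peaks than in PU.1 peaks of the same score without MITF. They were less frequent, at 15.47% against 21.95%, with a Mantel-Haenszel odds ratio of 0.7108 (95% CI 0.6367 to 0.7935). In MPs the odds ratio was 0.7917 (95% CI 0.7133 to 0.8788), which had not been predicted separately. MITF signal that follows PU.1 occupancy is therefore a candidate explanation. The test does not separate recruitment of MITF through PU.1 from recovery of PU.1-bound chromatin by the MITF antibody, and both remain. Exploratory odds ratios in OCs were 0.5627 for AP-1, 1.306 for ETS-IRF and 0.8559 for PU.1 motifs.

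MITF peaks lay where PU.1 scores were highest. Of the highest decile of PU.1 OC peaks 41.65% had a MITF peak, against 0% of the lowest, which met the prediction of at least a 5-fold difference. Across the 4145 co-bound peaks in OCs, which are not independent replicates, Spearman's rho of the scores was 0.546 (permutation p = 1e-05, the smallest that 100000 permutations can give). Within the stricter set of 920 pairs rho was 0.4859. The few tags in MITF peaks are a technical limit here, because weak MITF peaks at PU.1 loci with low scores could not be called. That the same loci head the PU.1 and MITF lists had been seen before these predictions were written.

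The 16972 PU.1 OC peaks without an MP peak had low scores. Below 2 times the lowest score lay 84.46% of them, against 29.78% of the peaks with an MP peak, a ratio of 2.8361. This ratio follows from the rise of the shared part with the score, so it is not separate evidence for the calling threshold. With 1 library each, a response to RANKL cannot be told apart from the calling threshold at peaks near it. The threshold remains a candidate explanation there. It does not account in the same way for the 2638 OC peaks without an MP peak that scored at least 2 times the lowest score, and no test was made of these.

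A 2-fold difference between OCs and MPs was seen in 3230 of the shared PU.1 pairs, against 3886.42 from sampling noise. A possible explanation is that calling a peak in both libraries removes pairs with large differences. Among the 11996 pairs with 60 to 120 tags in all, where few peaks are lost in this way, the SD of the log2 fold change was 0.4394 against 0.3268 from noise (range 0.3217 to 0.3319), a ratio of 1.3447. The prediction was a ratio of at least 1.1. For MITF the ratio was 1.2799 over 169 pairs. The lowest peak among these PU.1 pairs had 6 tags, so some loss at the threshold remained. Differences beyond sampling noise between single libraries include those between library preparations, and without replicates these cannot be told apart from an effect of RANKL.

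The PU.1 peaks that changed between MPs and OCs were examined at 36 h. At 75 of 93 peaks on annotated chromosomes, or 80.65%, the 36 h score was nearer to OCs than to MPs (exact binomial test p = 1.92e-09). These were 36 of 40 gained and 39 of 53 lost peaks, and 1 lost peak without a 36 h peak was counted as nearer to OCs. This was predicted for a response to RANKL that is present at 36 h. The peaks were chosen for a large difference between MPs and OCs, however. An outlying value in the single MP library alone would thus put the 36 h score nearer to OCs. Equal shares are therefore not the value expected without a response, and the peaks are not independent. The test cannot decide whether a response to RANKL at 36 h underlies the changes. Library batch was not tested, since the labels give no date, and the PU.1 36 h and OC libraries have nearly the same worth of 1 tag (1.4781 and 1.4684 against 1.7058 in MPs). A shared preparation of the RANKL libraries cannot be told apart from the treatment.

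Motifs at the same gained and lost peaks were compared for 4 predictions by Fisher's exact test. ETS-IRF sites, in which an ETS core is followed by an IRF core, were found at 1 of 40 gained and 20 of 53 lost peaks (exact test, adjusted p = 0.000122), the predicted direction. AP-1 sites (TGASTCA), predicted at gained peaks, were found at 5% of gained and 28.30% of lost peaks (exact test, adjusted p = 0.0112), the opposite direction. E-boxes were found at 22.5% and 32.08% (adjusted p = 0.3568) and PU.1 motifs at 40% and 26.42% (adjusted p = 0.2468), with no difference detectable by the exact test. Gained peaks had a GC content of 50.57% against 40.30% at lost peaks, and a GC difference between the libraries is a technical explanation. Over 5 strata of GC content the AP-1 odds ratio was 0.2073 (95% CI 0.0315 to 1.3621), against 0.1333 without strata. The interval includes 1, which was the prediction for GC content, but most of the difference remained. With the motif at 2 gained and 15 lost peaks the interval is wide, and the test leaves the part of GC content undecided. The ETS-IRF odds ratio stayed below 1 at 0.0206 (95% CI 0.0011 to 0.3873), and the prediction for it was written after the result was seen. Loss of PU.1 at ETS-IRF sites during OC differentiation is a hypothesis from 1 library per condition.

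The large share of genes with a PU.1 peak in both MPs and OCs could come from the number of peaks alone. After 100 random shifts of the MP peaks 35.43% of GENCODE genes were shared, against 85.41% for the real peaks. The prediction for chance was at least 80% of the real share, so the number of peaks accounts for only part of it. A biological explanation, PU.1 occupancy of the same genes in both conditions, was not tested against a cell type without PU.1.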
